# Characterization of mesenchymal stem cells in pre-B acute lymphoblastic leukemia

**DOI:** 10.3389/fcell.2023.1005494

**Published:** 2023-01-20

**Authors:** Anastasia M. Hughes, Vincent Kuek, Joyce Oommen, Grace-Alyssa Chua, Maria van Loenhout, Sebastien Malinge, Rishi S. Kotecha, Laurence C. Cheung

**Keywords:** pre-B cell acute lymphoblastic leukemia, leukemia, mesenchymal stem cell, bone marrow microenvironment, bone marrow

## Abstract

Components of the bone marrow microenvironment (BMM) have been shown to mediate the way in which leukemia develops, progresses and responds to treatment. Increasing evidence shows that leukemic cells hijack the BMM, altering its functioning and establishing leukemia-supportive interactions with stromal and immune cells. While previous work has highlighted functional defects in the mesenchymal stem cell (MSC) population from the BMM of acute leukemias, thorough characterization and molecular profiling of MSCs in pre-B cell acute lymphoblastic leukemia (B-ALL), the most common cancer in children, has not been conducted. Here, we investigated the cellular and transcriptome profiles of MSCs isolated from the BMM of an immunocompetent BCR-ABL1^+^ model of B-ALL. Leukemia-associated MSCs exhibited reduced self-renewal capacity *in vitro* and significant changes in numerous molecular signatures, including upregulation of inflammatory signaling pathways. Additionally, we found downregulation of genes involved in extracellular matrix organization and osteoblastogenesis in leukemia-associated MSCs. This study provides cellular and molecular insights into the role of MSCs during B-ALL progression.

## 1 Introduction

Precursor-B cell acute lymphoblastic leukemia (B-ALL) is the most common cancer in children. While an improved understanding of the pathophysiology of this disease has led to increasingly effective and optimized treatment strategies, certain high-risk B-ALL subtypes remain difficult to cure (Inaba and Mullighan, 2020). Relapsed or refractory disease, as well as the presence of high-risk genetic mutations in blast cells, such as the *BCR-ABL1* translocation or *KMT2A*-rearangements, are risk factors for poor outcomes (Inaba and Mullighan, 2020). As a result, extensive pre-clinical research is urgently required to identify new treatment strategies.

Hematopoiesis, the process through which lymphoid and myeloid blood cells are formed, is intimately regulated by stromal and immune cell populations that reside within the bone marrow (BM). These cellular constituents, along with blood vessels and extracellular matrix (ECM) proteins, form the bone marrow microenvironment (BMM). The spatial organization of cells and vasculature in this region create distinct ‘niches’ that carry out different roles during hematopoiesis (Pinho and Frenette, 2019). The importance of these BM niches in regulating not only healthy hematopoiesis, but also hematological malignancies, has been extensively reviewed (Mendez-Ferrer et al., 2020; Hughes et al., 2022). Leukemic cells can exploit and remodel the BMM to favor leukemia growth, survival and treatment resistance *via* various mechanisms (Mendez-Ferrer et al., 2020; Dander et al., 2021; Hughes et al., 2022). Thus, an in-depth understanding of the interactions between leukemic cells and the BMM may uncover novel therapeutic targets for treatment.

An essential component of the BMM is the mesenchymal stem cell (MSC). MSCs can give rise to stromal cells including adipocytes, osteoblasts and chondrocytes, and provide regulatory cues for hematopoiesis *via* adhesion molecules and soluble factors (Wei and Frenette, 2018; Kandarakov et al., 2022). However, numerous alterations have been described in mesenchymal stem/stromal cells following leukemic disease in the BM. In myeloid malignancies, MSCs have been found to exhibit molecular and cellular level alterations that establish a microenvironment favoring leukemogenesis at the expense of healthy hematopoiesis (Geyh et al., 2016; Battula et al., 2017; von der Heide et al., 2017; Baryawno et al., 2019; Borella et al., 2021; Zhang et al., 2021). Additionally, MSCs have been shown to establish a chemoprotective sanctuary for acute myeloid leukemia (AML) cells, providing metabolic and antioxidant support (Forte et al., 2020). Similarly, in the T-cell ALL (T-ALL) BMM, MSCs exhibit impaired differentiation potential, increased cellular senescence and reduced hematopoietic progenitor supportive function (Lim et al., 2016).

While less is known about the BMM of B-ALL, studies have shown that MSCs promote engraftment, survival and chemoresistance of B-ALL cells (Iwamoto et al., 2007; Nwabo Kamdje et al., 2011; Frolova et al., 2012; Jacamo et al., 2014; Hu et al., 2015; Mallampati et al., 2015; Polak et al., 2015; Burt et al., 2019; Portale et al., 2019; Yu et al., 2019; Ruiz-Aparicio et al., 2020; Tarighat et al., 2021). Furthermore, B-ALL cells are capable of disrupting the proliferation, differentiation, protein expression, signaling pathway activation and hematopoietic-supporting capabilities of MSCs (Conforti et al., 2013; Jacamo et al., 2014; van den Berk et al., 2014; Vicente Lopez et al., 2014; Polak et al., 2015; Balandran et al., 2016; de Rooij et al., 2017; Vernot et al., 2017; Ma et al., 2019; Portale et al., 2019; Yu et al., 2019; Verma et al., 2020; Vanegas et al., 2021). Although, these studies provide a clear indication that MSCs are important components of the B-ALL BMM, the molecular-level alterations in B-ALL-associated MSCs have not been comprehensively assessed. Furthermore, little is known about the role of MSCs in the BMM of the high-risk BCR-ABL1^+^ B-ALL subtype.

Previous characterization of B-ALL-associated MSCs has largely relied on *in vitro* co-culture assays or *in vivo* experiments using immunocompromised, patient-derived xenograft mouse models of B-ALL. Here, we used our previously characterized immune competent, syngeneic mouse model of BCR-ABL1^+^ B-ALL to further explore the cellular and molecular alterations of BM MSC populations (Cheung et al., 2018; Anderson et al., 2020).

## 2 Methods

### 2.1 Murine model of BCR-ABL1^+^ B-ALL

Female C57BL/6J mice aged between 7 to 9 weeks were intravenously injected with 1000 B-ALL cells (PER-M60 cells) carrying MSCV-BCR-ABL1-IRES-mCherry retrovirus *via* tail vein (Cheung et al., 2018). Non-leukemic mice injected with 200 μl of plain phosphate-buffered saline (PBS) were used as controls. Mice were euthanized at onset of disease symptoms. For euthanasia, mice were first anesthetized by isoflurane inhalation (3%), followed by cervical dislocation. BM disease burden in mice ranged between 40%–80% leukemic blasts, assessed by the percentage of mCherry^+^ cells by flow cytometry. All experiments were approved by the Animal Ethics Committee, Telethon Kids Institute (AEC#311 and #330).

### 2.2 Isolation and staining of primary MSCs from long bones

Primary MSCs were isolated from the long bones of control or B-ALL mice according to a previously published protocol with modifications (Houlihan et al., 2012). Following mice euthanasia, tibias and femurs were excised, and BM was flushed out of the medullary cavity and discarded. The long bones were cut into small fragments with scissors, washed thrice with PBS, and incubated with 1.5 mg/ml Collagenase Type 4 (Worthington Biochemical Corp.) and 0.1 mg/ml DNase I (Sigma-Aldrich) in PBS supplemented with 10% fetal calf serum (FCS) at 37°C for 60 min under agitation. Bone digests were filtered through sterile 100 μm cell strainers, and bone fragments were crushed gently using a mortar and pestle in PBS with 5% FCS to detach MSCs. Cells were washed from bone fragments with PBS, strained, and pooled into the bone digests. This was repeated 6 times to maximize the cell yield. Cells were pelleted and treated with Red Blood Cell Lysis Buffer (BD Biosciences), followed by washing and resuspension in 5% FCS/PBS. Cell suspensions were either stained with appropriate antibodies for flow cytometry analysis or fluorescence-activated cell sorting (FACS), or first cultured *in vitro* to increase the number of cells.

For staining of MSCs, cells were first stained with BD Horizon Fixable Viability Stain 700 to exclude non-viable cells, followed by CD45-PerCP-Cy5.5 and Ter119-PerCP-Cy5.5 to exclude hematopoietic cells and CD31-FITC to exclude endothelial cells. PαS MSCs were identified using Sca-1-BV510 and PDGFRα-APC (Morikawa et al., 2009). The gating strategy is shown in Supplementary Figure S1A. All antibodies other than PDGFRα-APC (eBioscience) were purchased from BD Biosciences. Flow cytometry was performed using a BD Fortessa and FACS was performed using a BD FACSAria. Flow cytometry data was analyzed using FlowJo V10.5.3 software (BD Biosciences).

### 2.3 Culture of primary MSCs

For culture and maintenance of primary MSCs, cells derived from murine long bones were incubated at 37°C and 5% CO_2_ (unless stated otherwise) for 7–10 days in MesenCult media (Stem Cell Technologies) supplemented with 100 Units/ml penicillin, 100 μg/ml streptomycin (Thermo Fisher Scientific), 1% L-glutamine and 0.1% MesenPure (Stem Cell Technologies). Media change was performed every 2–3 days. Upon reaching confluence, cells were detached enzymatically using TrypLE Express Enzyme (Thermo Fisher Scientific), pelleted, stained and isolated by FACS for use in functional assays. Only freshly isolated primary MSCs, or primary MSCs at passage 1 (P1) were used for functional assays.

### 2.4 Colony-forming unit-fibroblast (CFU-F) assay

Freshly isolated MSCs were seeded at a density of 800 cells per well in a 6-well plate and cultured for 14 days in alpha-MEM medium supplemented with 10% FCS, 100 Units/ml penicillin, 100 μg/ml streptomycin, 1% L-glutamine, 55 μM 2-mercaptoethanol, 1% non-essential amino acid mix and 1% 100 mM sodium pyruvate solution (MP Biomedicals). After 14 days, media was removed, and cells were processed and stained with Giemsa (Sigma-Aldrich) as previously described (Lim et al., 2016). A colony was defined as 50 or more cells. The number of colonies were counted in each well using an Olympus IX71 microscope.

### 2.5 Bromodeoxyuridine (BrdU) proliferation assay

The *in vivo* proliferation rate of MSCs was assessed by a BrdU incorporation assay. BrdU was given to control and B-ALL mice on day 3 post B-ALL cell injection according to a previously published protocol (Zhou et al., 2014). Mice were sacrificed 18 days post leukemia cell injection. MSCs were stained for surface markers, followed by staining of BrdU using the FITC-BrdU kit (BD Biosciences) according to manufacturer’s instructions. Samples were analyzed by flow cytometry. The gating strategy is shown in Supplementary Figure S1B. Differentiation assay methodology can be found in the Supplementary Material.

### 2.6 MSC and B-ALL cell co-culture

To detect B-ALL cells by bioluminescence, we transduced the PER-M60 B-ALL cell line with a firefly luciferase reporter construct (MSCV-ires-pacLUC2) and purified luciferase-expressing PER-M60 cells by puromycin selection (Endersby et al., 2018). MSCs were seeded at 15000 cells per well into a 96-well plate in alpha-MEM media and allowed to adhere overnight. The following day, 3000 luciferase-expressing B-ALL cells were seeded in co-culture with MSCs. Following co-culture for 3 days, D-luciferin (PerkinElmer) was added to each well at a final concentration of 150 μg/ml and luciferase bioluminescent signal in each well was measured on a CLARIOstar plate reader (BMG Labtech). Leukemic cell numbers from each well were calculated from a bioluminescence standard curve and analyzed accordingly.

### 2.7 MSC and LSK cell co-culture

MSCs were seeded into a 96-well plate at 17500 cells per well in alpha-MEM medium and allowed to adhere overnight. Lineage^−^, Sca-1^+^, c-Kit^+^ (LSK) hematopoietic progenitor cells were sorted the following day. To isolate LSK cells, five 8-week-old, healthy mice were sacrificed and femurs, tibias, ilia and humeri were excised. BM was flushed out of the medullary cavity with 2% FCS/PBS. BM cells were pelleted and treated with Red Blood Cell Lysis Buffer. Cells were washed with 2% FCS/PBS, followed by enrichment of hematopoietic progenitor cells using the EasySep Mouse Hematopoietic Progenitor Isolation Kit (Stem Cell Technologies) according to manufacturer’s instructions. Cells were then counted using a hemocytometer. Dead cells were excluded using BD Horizon Fixable Viability Stain 700 and cells were stained with CD117-PerCP-Cy5.5, Streptavidin-APC-Cy7 (for removal of any remaining cells bound by the biotinylated antibody cocktail) and Sca-1-PE-Cy7. LSK cells were isolated by FACS. The gating strategy is shown in Supplementary Figure S1C. All antibodies were purchased from BD Biosciences.

LSK cells were seeded in wells with MSCs at 9000/well in alpha-MEM medium. After a 3 days co-culture, suspension cells were removed from the wells. Adherent cells were detached enzymatically using TrypLE Express Enzyme and pooled with suspension cells. Cells were pelleted and stained with CD45-FITC. CD45^+^ hematopoietic cells were enumerated and isolated by FACS. The multilineage potential of these hematopoietic cells was then assessed using a colony-forming assay. Briefly, 5000 CD45^+^ cells were seeded in 35 mm dishes in complete MethoCult medium (M3434, Stem Cell Technologies). After 7 days, the number of colony-forming unit-granulocyte, erythroid, macrophage, megakaryocyte (CFU-GEMM), colony-forming unit-granulocyte, macrophage (CFU-GM), colony-forming unit-macrophage (CFU-M), colony-forming unit-granulocyte (CFU-G), colony-forming unit-megakaryocyte (CFU-Mk) and burst-forming unit-erythroid (BFU-E) were counted using an Olympus IX71 microscope. Colonies were identified and analyzed according to manufacturer’s instructions.

### 2.8 RNA sequencing of MSCs

MSCs were extracted and isolated from the long bones of control or leukemia mice (pooled from 4 to 7 mice per sample) *via* FACS as described above, yielding between 12000 to 60000 MSCs per sample. Two biological replicates were collected for both control and leukemia-associated MSCs (L-MSCs). Following sorting, total RNA from MSCs was extracted using the RNeasy Micro Kit (Qiagen). Samples were then sent to BGI, Hong Kong for sequencing. RNA concentration, quality and integrity were assessed using an Agilent 2100 BioAnalyzer to ensure a RNA integrity number of 6.5 or above. RNA amplification was performed using the SMART-Seq v4 Ultra Low Input RNA Kit (Takara Bio). Quality control of amplification products was conducted prior to tagmentation-based library construction. Circularization and library quality control was performed prior to 100 bp paired-end RNA sequencing using the BGISEQ-500 platform. Sequencing data is available *via* the Gene Expression Omnibus (GEO) database under the accession number GSE208719.

Data processing and analysis was performed by BGI, Hong Kong. Quality control and filtering of data was conducted to remove reads containing the adaptor, unknown base N content greater than 5% and low-quality reads using SOAPnuke software (v1.5.2, BGI) (Chen et al., 2018). Clean reads ranged between 57 and 74M per sample. Clean reads were aligned to the reference genome and genes (Mus_musculus, NCBI, version: GCF_000001635.26_GRCm38. p6) using HISAT2 (v2.0.4) and Bowtie2 (v2.2.5) respectively (Langmead and Salzberg, 2012; Kim et al., 2015). The gene expression level for each sample was calculated using RSEM (v1.2.8) (Li and Dewey, 2011). Principle component analysis was conducted using BGI’s Dr Tom analysis software on FPKM values standardized by z-score. Identification of differentially expressed genes (DEGs) (|Log2FC|≥1, q-value≤0.05) between control and L-MSCs was performed using the DEseq2 method (Love et al., 2014). Gene set enrichment analysis (GSEA) using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database and gene ontology (GO) enrichment analysis was performed using Dr. Tom. For GSEA, a |normalized enrichment score (NES)|≥1, nominal (NOM) *p*-value ≤0.05 and false discovery rate (FDR) q-value ≤0.25 were used as threshold values.

### 2.9 Quantitative reverse transcription polymerase chain reaction (PCR)

RNA was extracted from MSCs as described above, followed by cDNA synthesis using SuperScript VILO Master Mix (Thermo Fisher Scientific). Quantitative PCR (qPCR) was performed on a QuantStudio 7 Flex Real-Time PCR System (Applied Biosystems) using the TaqMan Fast Advanced Master Mix (Thermo Fisher Scientific) and the following TaqMan gene expression assays: mouse *Thbs1* (Mm00449032_g1), mouse *Dpep1* (Mm00514592_m1), mouse *C3* (Mm01232779_m1), mouse *Cfh* (Mm01299248_m1), mouse *Col1a1* (Mm00801666_g1), mouse *Bmp6* (Mm01332882_m1) and mouse *Gapdh* (Mm99999915_g1) (Thermo Fisher Scientific). Relative expression levels were calculated using the ΔΔCT method, normalized to *Gapdh* for each individual sample (Livak and Schmittgen, 2001).

### 2.10 Statistical analysis

Statistical analyses were carried out using GraphPad Prism version 8.1.1. Two-tailed unpaired Student’s t-test was performed for comparison between groups. Results are presented as mean ± SEM and a *p*-value ≤0.05 was deemed statistically significant.

## 3 Results

### 3.1 Leukemia-associated MSCs exhibit reduced self-renewal potential

First, we utilized a CFU-F assay to assess whether the self-renewal potential of MSCs from leukemia-bearing mice was altered. L-MSCs, harvested from mice with BM leukemia burden exceeding 40%, formed significantly fewer colonies than control MSCs, demonstrating reduced self-renewal potential in the B-ALL BMM (Figure 1A). We further examined the *in vivo* proliferative potential of L-MSCs, as indicated by BrdU^+^ MSCs in a BrdU incorporation assay, with no significant difference identified compared to control MSCs (Figure 1B).

**FIGURE 1:**
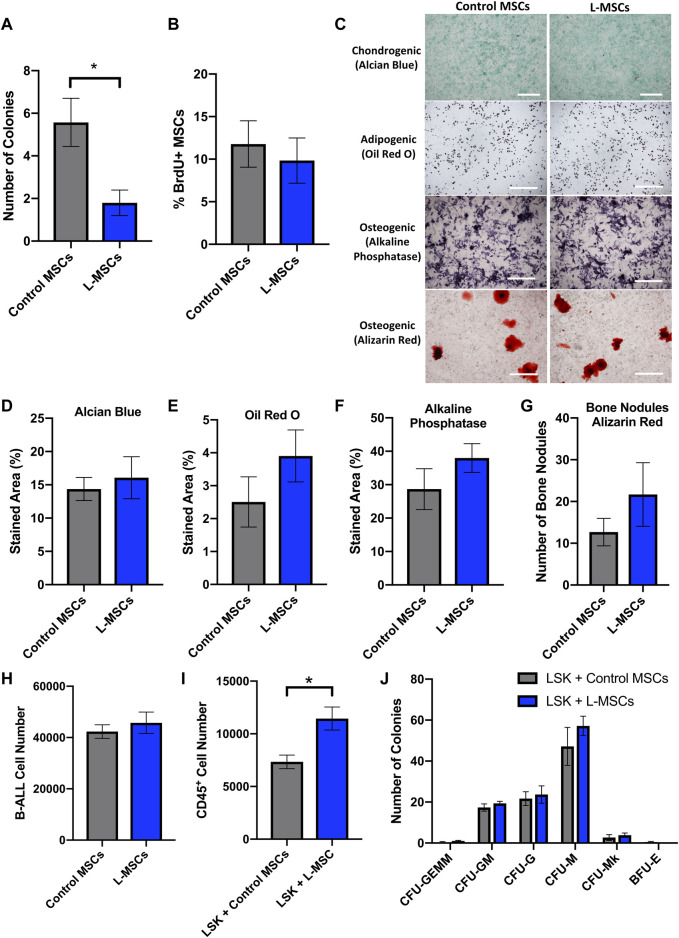
Cellular characterization of L-MSCs reveals reduced self-renewal capacity and increased potential to support the expansion of LSK cells *in vitro*. **(A)** Quantification of the number of MSC CFU-F colonies (>50 cells) per well after 14 days in culture. Data were collated from three independent experiments (n = 7). **(B)** Quantification of BrdU^+^ MSCs isolated from the long bones of control or B-ALL mice. Data were collated from two independent experiments (n = 7). **(C)** Representative images showing Alcian blue, Oil Red O, alkaline phosphatase and Alizarin Red-stained cells following culture of control or L-MSCs in chondrogenic, adipogenic and osteogenic differentiation media. **(D)** Quantification of Alcian blue-stained area following chondrogenic differentiation of MSCs for 20-22 days. **(E)** Quantification of Oil Red O-stained area following adipogenic differentiation of MSCs for 6 days. **(F)** Quantification of alkaline phosphatase-stained area and **(G)** number of Alizarin Red-stained bone nodules following osteogenic differentiation of MSCs for 13 days and 26–28 days respectively. Data from differentiation assays are presented as mean ± SEM (n = 3 per group) and are representative of two independent experiments. **(H)** Number of luciferase-expressing B-ALL cells per well following a 3 days co-culture with control or L-MSCs (n = 3). **(I)** Number of hematopoietic (CD45^+^) cells per well after a 3 days co-culture with control or L-MSCs (control MSCs n = 4, L-MSCs n = 5). **(J)** Quantification of the number of CFU colonies formed by LSK cells post co-culture with control or L-MSCs (n = 3). This experiment has been repeated twice. Data presented are from a single experiment but is representative of both independent experiments. All images are at × 4 magnification and scale bars represent 500 μm. Error bars represent mean ± SEM. *p ≤ 0.05.

### 3.2 The differentiation potential of MSCs is not altered by B-ALL

Next, we performed a tri-lineage differentiation assay to assess the ability of L-MSCs to differentiate into chondrocytes, adipocytes and osteoblasts. MSCs from both healthy and leukemia-bearing mice successfully differentiated into chondrocytes, adipocytes and osteoblasts (Figure 1C), with no significant difference in differentiation capacity detected between the two groups (Figures 1D–F). Furthermore, osteoblasts derived from L-MSCs did not exhibit a significant difference in bone nodule formation when compared to the osteoblasts derived from control MSCs (Figure 1G). Thus, we conclude that the ability of L-MSCs to differentiate into stromal components of the BMM is not altered in this *in vitro* setting.

### 3.3 L-MSCs possess similar leukemogenic supportive capabilities *in vitro* compared to healthy MSCs

We next used an *in vitro* co-culture assay to investigate whether L-MSCs affect the proliferation of luciferase-expressing B-ALL cells. Here, we compared the proliferation of B-ALL cells cultured in the presence of MSCs that were isolated from the BMM of healthy or B-ALL-bearing mice. We found that the number of viable B-ALL cells after 3 days in co-culture remained similar between control and L-MSCs, indicating that they possess similar capabilities to support B-ALL cell growth *in vitro* (Figure 1H).

### 3.4 The hematopoietic supportive role of MSCs is altered by B-ALL

MSCs are important regulators of normal hematopoiesis and this function can be altered by leukemia (Conforti et al., 2013; Vicente Lopez et al., 2014; Lim et al., 2016; Pinho and Frenette, 2019). To assess the hematopoietic supportive ability of L-MSCs, we compared the growth of LSK cells containing hematopoietic stem and progenitor cells with MSCs derived from either healthy control or B-ALL mice. The growth of LSK cells over 3 days was significantly increased in the presence of L-MSCs compared to control MSCs (Figure 1I). Next, we examined the myelopoietic supportive role of L-MSCs *in vitro*. Colony-forming assays were performed to assess the differentiation potential of LSK cells into CFU-GEMM, CFU-GM, CFU-M, CFU-G, CFU-Mk and BFU-E after they were co-cultured with MSCs. The ability of L-MSCs in inducing myeloid commitment and differentiation did not differ significantly when compared to control MSCs (Figure 1J).

### 3.5 Molecular characterization of L-MSCs reveals alterations to inflammatory, ECM and osteogenic related processes

In addition to characterizing L-MSCs’ cellular functions and their impact on leukemia and hematopoietic cells, we elucidated changes occurring at the transcriptomic level *via* RNA-sequencing of MSCs harvested from control or leukemia mice. 

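RNA-sequencing covered 2 samples of control MSCs and 2 samples of L-MSCs, each sample a pool of cells from 4 to 7 mice. The leukemia mice had received 1000 cells of the BCR-ABL1+ B-ALL line PER-M60 and the control mice had received PBS. MSCs were sorted from digested long bones, after the marrow had been flushed out, as cells negative for CD45, TER119 and CD31 and positive for Sca-1 and PDGFRα. The transcripts of the 2 antigens that the sort selected for were abundant in both groups. *Ly6a*, which encodes Sca-1, had an FPKM of 1384 ± 464 (SD, n = 2) in control MSCs and 1844 ± 199.9 (SD, n = 2) in L-MSCs, and *Pdgfra* had an FPKM of 69.7 ± 4.11 (SD, n = 2) and 90.0 ± 4.12 (SD, n = 2). Neither difference passed the test (adjusted p = 0.513 and 0.502 from limma). *Ptprc* and *Pecam1*, genes of lineages that the sort removes, were each below an FPKM of 1 in all 4 libraries. The authors filtered the reads with SOAPnuke, aligned the clean reads with HISAT2 and Bowtie2, and calculated expression with RSEM against the GRCm38 mouse assembly. The deposited values are FPKM, rounded to 2 decimals and not scaled between libraries. Their sum was 571471 and 559602 in the control libraries and 588926 and 574662 in the L-MSC libraries. Of the 17457 genes listed, 14323 and 14057 were above 0 in the control libraries and 13623 and 14704 in the L-MSC libraries. The number of reads behind each library is not given with these values, and the paper states a range of clean reads over the samples, so no counting interval was computed. For the comparison, the FPKM were scaled by the median of ratios, with factors of 0.957 and 0.973 for the control libraries and 1.02 and 1.05 for the L-MSC libraries. The 11056 genes with an FPKM of at least 1 in at least 2 samples were compared on the scale of log2(FPKM + 1) with limma, and the p-values were adjusted by the Benjamini-Hochberg method. Positions are those of the GRCm38.p6 annotation, in which 17406 of the listed genes were found by their gene identifier.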

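The most abundant transcripts included those of secreted and matrix proteins, and *Dcn*, encoding the proteoglycan decorin and the highest on average, made up from 3.32% to 4.37% of the summed FPKM. *Dcn* had a log2 fold change of 0.16 (standard error 0.32, adjusted p = 0.831 from limma) in L-MSCs over control MSCs. Across the 17457 genes, the FPKM of the 2 control libraries had a Pearson correlation of 0.978 and those of the 2 L-MSC libraries of 0.964. L-MSC replicate 2 was nearest to the controls, with correlations of 0.907 and 0.8801 with control replicates 1 and 2, and L-MSC replicate 1 was farther away, with correlations of 0.811 and 0.773. The leading component of these correlations held 91.5% of the variance, and all 4 libraries had loadings of 0.485 to 0.513 on it. The next component held 7.67%, and its loadings were -0.420 and -0.537 for the control libraries and 0.665 and 0.305 for the L-MSC libraries. Row z-scores were also taken, of the scaled log2(FPKM + 1) of the genes tested. Figure 2A is described as based on row z-scores of FPKM, so that this is not a repeat of it. The first component held 49.3%, with scores of -64.0 and -58.6 for the control libraries and 86.9 and 35.8 for the L-MSC libraries. The second held 26.9%, with 65.6 and -58.2 against 20.7 and -28.1. The lowest correlation within a group exceeded the highest between groups by 0.0575, with no test, since genes are not independent replicates. The excess was 0.00683 on the log2 scale, 5.01e-04 for Spearman correlations and 0.167 without L-MSC replicate 2.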

Principle component analysis highlighted that control and L-MSCs are transcriptionally distinct, with B-ALL and control MSCs separated by principal component 2 (Figure 2A) and a sample correlation analysis confirming that intergroup variability was greater than intra-group variability (Figure 2B). Differential expression analysis identified a total of 770 DEGs, of which 423 genes were upregulated and 347 genes were downregulated in L-MSCs when compared to control MSCs (Figures 2C, D; Supplementary Tables S1, S2).

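In L-MSCs, 269 genes were higher and 293 were lower than in control MSCs at an adjusted p of at most 0.05 and a log2 fold change of at least 1 in either direction. The largest increase was that of *Pdk4*, a kinase that inhibits pyruvate dehydrogenase, from an FPKM of 5.83 ± 4.61 (SD, n = 2) to 123 ± 6.16 (SD, n = 2), a log2 fold change of 4.27 (standard error 0.41, adjusted p = 0.00106 from limma). *Inmt*, an N-methyltransferase, had a log2 fold change of 3.76, *Slc10a6*, a transporter of sulfated steroids, of 3.38, *Angptl4*, an inhibitor of lipoprotein lipase, of 3.32, *Klf15*, a transcription factor, of 3.12, and *Adh1*, an alcohol dehydrogenase, of 3.01. On the scale of log2(FPKM + 1), the largest decreases were those of the hemoglobin genes *Hba-a2* and *Hba-a1*, paralogs that may share reads, with log2 fold changes of -4.72 and -4.33. The order depends on the measure, since *Neu2* had -2.87 here. In the authors' deposited comparison *Neu2* had -10.4 and *Hba-a2* had -5.61. *Crabp2*, which binds retinoic acid in the cell, fell from an FPKM of 225 ± 50.2 (SD, n = 2) to 19.2 ± 0.764 (SD, n = 2), a log2 fold change of -3.56 (standard error 0.23, adjusted p = 1.73e-04 from limma), and *Spon2*, a secreted matrix protein, and *Tppp3*, a gene of tendon sheath cells, had log2 fold changes of -3.55 and -3.30. Of the genes of Table S1, 397 passed the filter on low FPKM and 252 of them were among the 269. Of those of Table S2, 329 passed it and 257 were among the 293. After scaling, the libraries of the groups did not overlap for 52.0% of the genes tested (2744 higher and 3007 lower) and on FPKM as deposited for 52.5% (3410 higher and 2394 lower), where chance gives 33.3%, and the smallest exact two-sided permutation p for a single gene with 2 samples against 2 is 0.333. Without L-MSC replicate 2 the counts were 436 higher and 546 lower, without a variance trend 148 and 128, without scaling 301 and 194, and with TPM 241 and 182. When genes at an FPKM under 1 were kept, limma called 0 genes at an adjusted p of at most 0.05, with 2355 at an unadjusted p of at most 0.05 against 2342 after the filter, so that every call given here holds for the filtered genes.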

**FIGURE 2:**
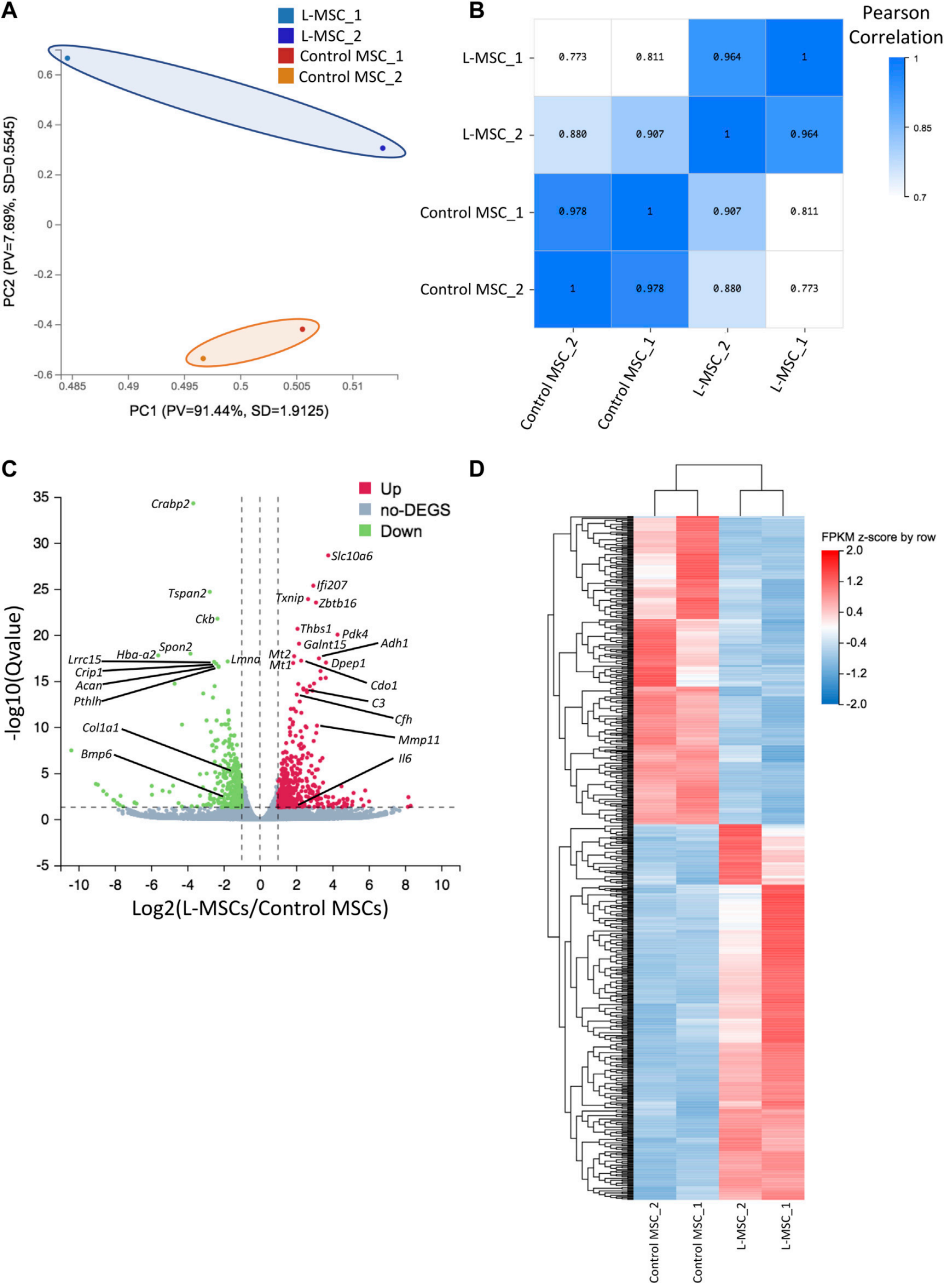
RNA sequencing reveals molecular changes in L-MSCs. **(A)** Principal component analysis based on row z-score of FPKM values for control and L-MSCs shows that the control and L-MSC group variable was separated by PC2 (n = 2, four to seven mice pooled per sample). **(B)** Sample correlation heatmap based on Pearson correlation coefficient identified that intergroup variability was greater than intragroup variability. **(C)** Volcano plot demonstrating the presence of 770 differentially expressed genes (DEGs) in L-MSCs compared to control MSCs (|Log2FC|≥1, q-value≤0.05). Green represents downregulated genes; red represents upregulated genes. **(D)** Unsupervised clustering of DEGs shown in the volcano plot. Heatmap is of FPKM values standardized by row z-score.

To assess the biological relevance of DEGs, we conducted GSEA using the KEGG pathway database. We identified an enrichment of inflammatory related pathways such as NF-kappa B (NF-κB), interleukin-17 (IL-17), tumor necrosis factor (TNF) and Jak-STAT in L-MSCs (Figure 3A). Furthermore, GO enrichment analysis revealed biological processes enriched in upregulated gene sets included ‘cellular response to interferon-beta’, ‘cellular response to interferon-gamma’, ‘inflammatory response’, ‘immune response’, ‘cellular response to TNF’ and ‘immune system processes’ (Figure 3B). 

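In each of the 4 pathways, more genes rose than fell in L-MSCs. Of 64 measured genes of NF-κB signaling, 9 rose and 0 fell at an adjusted p of at most 0.05, and 12 rose when adjusted over the list alone (camera adjusted p = 1.84e-05, and adjusted p = 0.264 with an estimated correlation). They included *Gadd45a*, a stress-induced gene, with a log2 fold change of 1.74 (standard error 0.33, adjusted p = 0.0167 from limma), and *Plcg1*, a phospholipase, with one of 1.72. With an estimated correlation, camera rests on the few residual degrees of freedom of 4 samples, so that hardly any list can pass. Its smallest adjusted p over the 39 lists tested was 0.264. *Nfkbia*, the inhibitor that NF-κB itself induces, had a log2 fold change of 0.90 and did not pass the test (adjusted p = 0.229 from limma), and with 1 library left out it went from 0.25 without control replicate 2 (adjusted p = 0.768) to 1.53 without control replicate 1 (0.00623), and passed without L-MSC replicate 2 as well (0.0263). Of 85 genes of TNF signaling, 11 rose and 1 fell, and 17 rose and 1 fell when adjusted over the list alone (camera adjusted p = 0.00240, and adjusted p = 0.321 with an estimated correlation). The endothelin gene *Edn1* rose by 2.18 on the log2 scale from an FPKM of 1.02 ± 0.693 (SD, n = 2). Among 60 genes of IL-17 signaling, 6 rose and 0 fell, and 11 rose and 1 fell when adjusted over the list alone (camera adjusted p = 0.0253, and adjusted p = 0.433 with an estimated correlation). The eosinophil chemokine *Ccl11* had a log2 fold change of 2.18 (standard error 0.37, adjusted p = 0.01000 from limma). For Jak-STAT signaling, 14 of 79 genes rose and 2 fell, and 18 rose and 3 fell when adjusted over the list alone (camera adjusted p = 0.0124, and adjusted p = 0.264 with an estimated correlation). The members that fell were *Akt1*, a kinase in the TNF and Jak-STAT lists, and *Ccnd2*, a cyclin in the Jak-STAT list, and they are named after their values were seen. Immediate-early genes, many of which these pathways and the dissociation of tissue both induce, were higher in replicate 1 than in replicate 2 for 38 of 39 genes in control MSCs and for 36 of 39 in L-MSCs. Between the groups, these genes had a median log2 fold change of 0.90, 6 rose and 0 fell, 19 rose when adjusted over the list alone, and 25 of 39 had a higher FPKM in both L-MSC libraries than in both control libraries (camera adjusted p = 2.29e-09, and adjusted p = 0.460 with an estimated correlation). Most of the genes called are in more than 1 list, with 8 of 9 for NF-κB, 12 of 12 for TNF, 6 of 6 for IL-17 and 12 of 16 for Jak-STAT also in another of the lists written. The paper picked these pathways on the same libraries, and their members were listed from general knowledge after Tables S1 and S2 had been read, so that the counts are not independent evidence of the direction. Taking out the genes of those tables removes genes called on these same libraries, so that the loss of a call follows largely from the removal, and then the TNF list had an adjusted p of 0.155, the IL-17 list one of 0.456 and the Jak-STAT list one of 0.486. With 1 library left out, in the order of control replicates 1 and 2 and L-MSC replicates 1 and 2, the genes that rose numbered 15, 4, 4 and 16 for NF-κB, 21, 4, 6 and 20 for TNF, 17, 3, 3 and 17 for IL-17, 13, 8, 7 and 13 for Jak-STAT and 23, 0, 3 and 20 for the immediate-early genes, whose median was 1.50, 0.50, 0.50 and 1.25. The IL-17 list also had an adjusted p of 0.134 without control replicate 2, of 0.0543 without a variance trend, of 0.0588 without the filter and of 0.133 with fgsea on signal-to-noise.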

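Interferon-induced genes rose as a group in L-MSCs. Of 64 measured, 23 rose and 0 fell, with a median log2 fold change of 0.95 over the list, and 38 rose when adjusted over the list alone (camera adjusted p = 2.21e-20, and adjusted p = 0.264 with an estimated correlation). *Ifi207*, of the interferon-inducible p200 family, rose from an FPKM of 5.83 ± 0.707 (SD, n = 2) in control MSCs to 48.6 ± 4.85 (SD, n = 2) in L-MSCs, a log2 fold change of 2.77 (standard error 0.24, adjusted p = 8.69e-04 from limma). The GTPase *Iigp1* had a log2 fold change of 2.34 and the chemokine *Cxcl9* of 2.09, whereas *Ifitm3* and *Ifitm2*, abundant in both groups, had log2 fold changes of 0.40 and -0.14 and did not pass the test (adjusted p = 0.337 and 0.792). In MHC class I presentation, 6 of 22 genes rose and 0 fell, and 11 rose and 2 fell when adjusted over the list alone (camera adjusted p = 1.84e-05, and adjusted p = 0.264 with an estimated correlation). The immunoproteasome genes *Psmb8* and *Psmb9* rose by 1.66 and 1.57 on the log2 scale. Of 70 genes of the inflammatory response, 28 rose and 3 fell, and 44 rose and 5 fell when adjusted over the list alone (camera adjusted p = 3.43e-18, and adjusted p = 0.321 with an estimated correlation). *Anxa1*, an anti-inflammatory annexin, had a log2 fold change of -0.69 and did not pass the test (adjusted p = 0.123). The 3 that fell were the cytokine *Il33*, its receptor *Il1rl1* and the adhesion receptor *Cd44*, which are named after their values were seen. These processes too were picked by the paper on the same libraries, and without the genes of Tables S1 and S2, whose removal takes out genes called on them, the MHC class I list had an adjusted p of 0.0857. The L-MSC libraries differed in these groups. Replicate 1 exceeded replicate 2 by a median of 0.53 on the log2 scale for the inflammatory genes, and the median of the same difference was -0.34 for the interferon genes and 0.93 for the 8 measured markers of hematopoietic cells, for which it was -0.15 in control MSCs. Leaving out 1 library, in the order of control replicates 1 and 2 and L-MSC replicates 1 and 2, the genes that rose numbered 15, 17, 25 and 17 for the interferon response, 5, 3, 3 and 4 for MHC class I and 32, 19, 19 and 43 for the inflammatory response, of whose genes 3, 0, 0 and 2 fell.

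**Figure D1:**
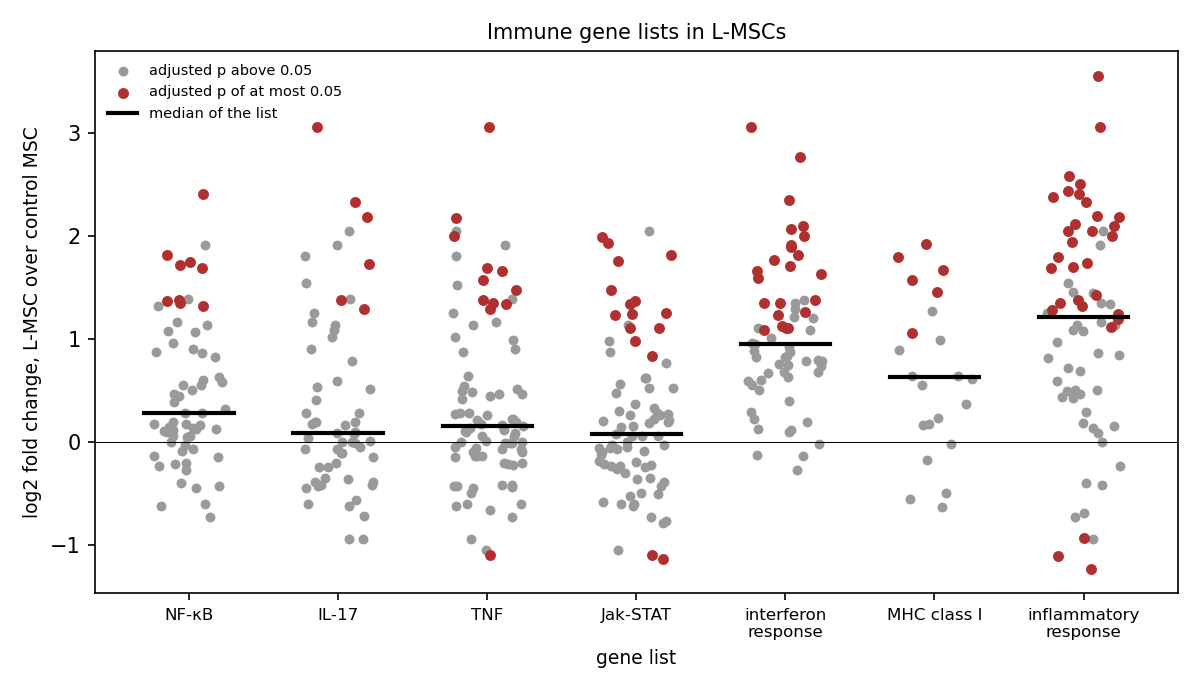
Log2 fold change of L-MSCs over control MSCs (vertical axis) for each measured gene of 7 lists (horizontal axis), each point a gene, with points in red for an adjusted p of at most 0.05 from limma and a black bar at the median of each list. The median is 0.95 for the interferon response, 1.22 for the inflammatory response and 0.08 for Jak-STAT signaling.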

GO analysis further revealed that the most enriched cellular components were the ‘extracellular region’, ‘extracellular space’ and ‘external side of plasma membrane’ (Figure 3C). 

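Complement and acute-phase genes, most of whose products are secreted, rose together in L-MSCs. Of 31 measured, 15 rose and 1 fell, with a median log2 fold change of 1.43, and 24 rose and 1 fell when adjusted over the list alone (camera adjusted p = 4.82e-16, and adjusted p = 0.321 with an estimated correlation). The serum amyloid gene *Saa1* had a log2 fold change of 2.58 (standard error 0.38, adjusted p = 0.00586 from limma). *Serpina3n*, a secreted protease inhibitor with neighboring paralogs that may share its reads, rose from an FPKM of 59.9 ± 5.28 (SD, n = 2) to 389.7 ± 177 (SD, n = 2), a log2 fold change of 2.50, and the metallothionein genes *Mt1* and *Mt2*, whose products are intracellular, had log2 fold changes of 1.87 and 1.92. The abundant *Serping1*, encoding the C1 inhibitor, had a log2 fold change of 0.43 and did not pass the test (adjusted p = 0.320). The member that fell was *Cd55*, a membrane regulator of complement, named after its value was seen. For the complement and acute-phase list, L-MSC replicate 1 exceeded replicate 2 by a median of 0.56 on the log2 scale, against 0.02 between the control replicates. Of 31 chemokines and other secreted cytokines, 8 rose and 1 fell, and 10 rose and 2 fell when adjusted over the list alone (camera adjusted p = 7.03e-04, and adjusted p = 0.337 with an estimated correlation). The B cell chemokine *Cxcl13* had a log2 fold change of 2.37 and the monocyte chemokine *Ccl8* of 2.11, and the member that fell was *Il33*. Receptors and adhesion molecules of the cell surface went both ways, with 12 of 62 higher and 11 lower, and 19 higher and 13 lower when adjusted over the list alone (camera adjusted p = 0.123, which did not pass, and adjusted p = 0.337 with an estimated correlation). *Lifr*, the receptor for leukemia inhibitory factor, rose by 1.76 on the log2 scale, and *Plaur*, the urokinase receptor, had a log2 fold change of -1.80. Without the genes of Tables S1 and S2, called by the paper on these same libraries, the chemokine list had an adjusted p of 0.233. The chemokines that rose numbered 13, 6, 7 and 12 with 1 library left out, in the order of control replicates 1 and 2 and L-MSC replicates 1 and 2, and in the surface list 10, 7, 5 and 15 rose and 10, 5, 5 and 10 fell. The surface list passed at an adjusted p of 0.0220 after quantile normalization, 0.0403 without the filter, 9.52e-07 with a one-sided Fisher's exact test, and 0.0158 and 0.0348 with fgsea on the 2 rankings used.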

To validate the upregulation of inflammatory gene signatures in L-MSCs we examined the expression of the four most significantly upregulated genes in the ‘inflammatory response’ process identified by our GO analysis. 

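*Thbs1*, *Dpep1* and *C3* were higher in both L-MSC libraries than in both control libraries. *Thbs1*, encoding the matrix glycoprotein thrombospondin 1, lies on chromosome 2 of GRCm38 from 118111876 to 118127133. Its FPKM was 43.8 ± 0.559 (SD, n = 2) in control MSCs and 198 ± 17.4 (SD, n = 2) in L-MSCs, a log2 fold change of 2.05 (standard error 0.20, adjusted p = 0.00121 from limma). *Dpep1*, encoding a membrane dipeptidase that hydrolyzes leukotriene D4, lies on chromosome 8 of GRCm38 from 123186235 to 123201812. Its FPKM was 9.93 ± 5.34 (SD, n = 2) and 133 ± 55.1 (SD, n = 2), a log2 fold change of 3.55 (standard error 0.38, adjusted p = 0.00175 from limma). *C3*, the central component of complement, lies on chromosome 17 of GRCm38 from 57203967 to 57228136. Its FPKM was 89.7 ± 0.0707 (SD, n = 2) and 556 ± 264 (SD, n = 2), a log2 fold change of 2.43 (standard error 0.31, adjusted p = 0.00324 from limma). Among the measured genes of the inflammatory response list that were higher in L-MSCs, *Thbs1* and *Dpep1* ranked 1 and 2 by p. The calls of these 3 genes held when each library was left out in turn, and ended when genes under an FPKM of 1 were kept in the fit.

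**Figure D2:**
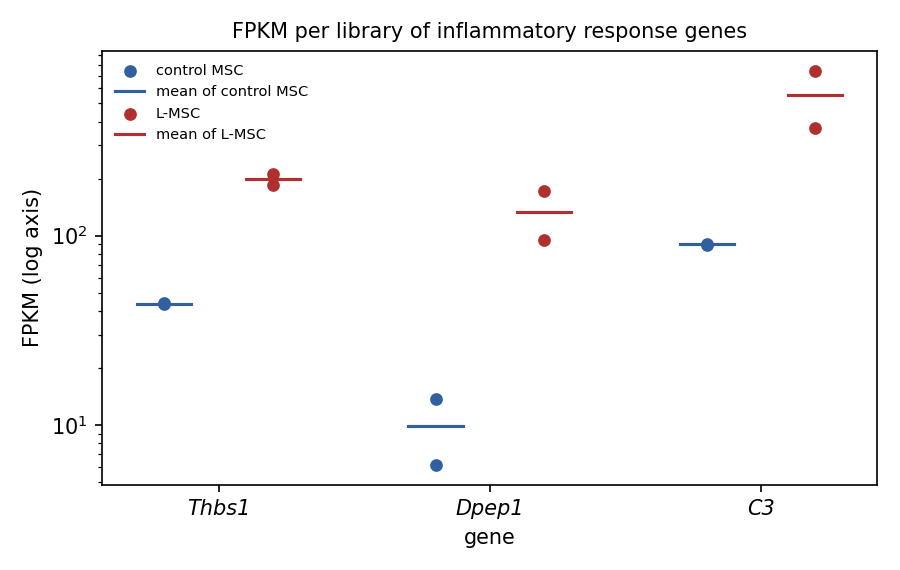
FPKM on a log axis (vertical) of Thbs1, Dpep1 and C3 (horizontal) in each library of control MSCs (blue) and L-MSCs (red), with bars at the group means. The L-MSC libraries lie at 742 and 369 for C3 and the control libraries at 89.7 and 89.8.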

By qPCR we identified that the expression of thrombospondin 1 (*Thbs1*), dipeptidase 1 (*Dpep1*), complement C3 (*C3*) and complement factor H (*Cfh*) were significantly increased in L-MSCs compared to control MSCs (Figures 4A–D).

**FIGURE 3:**
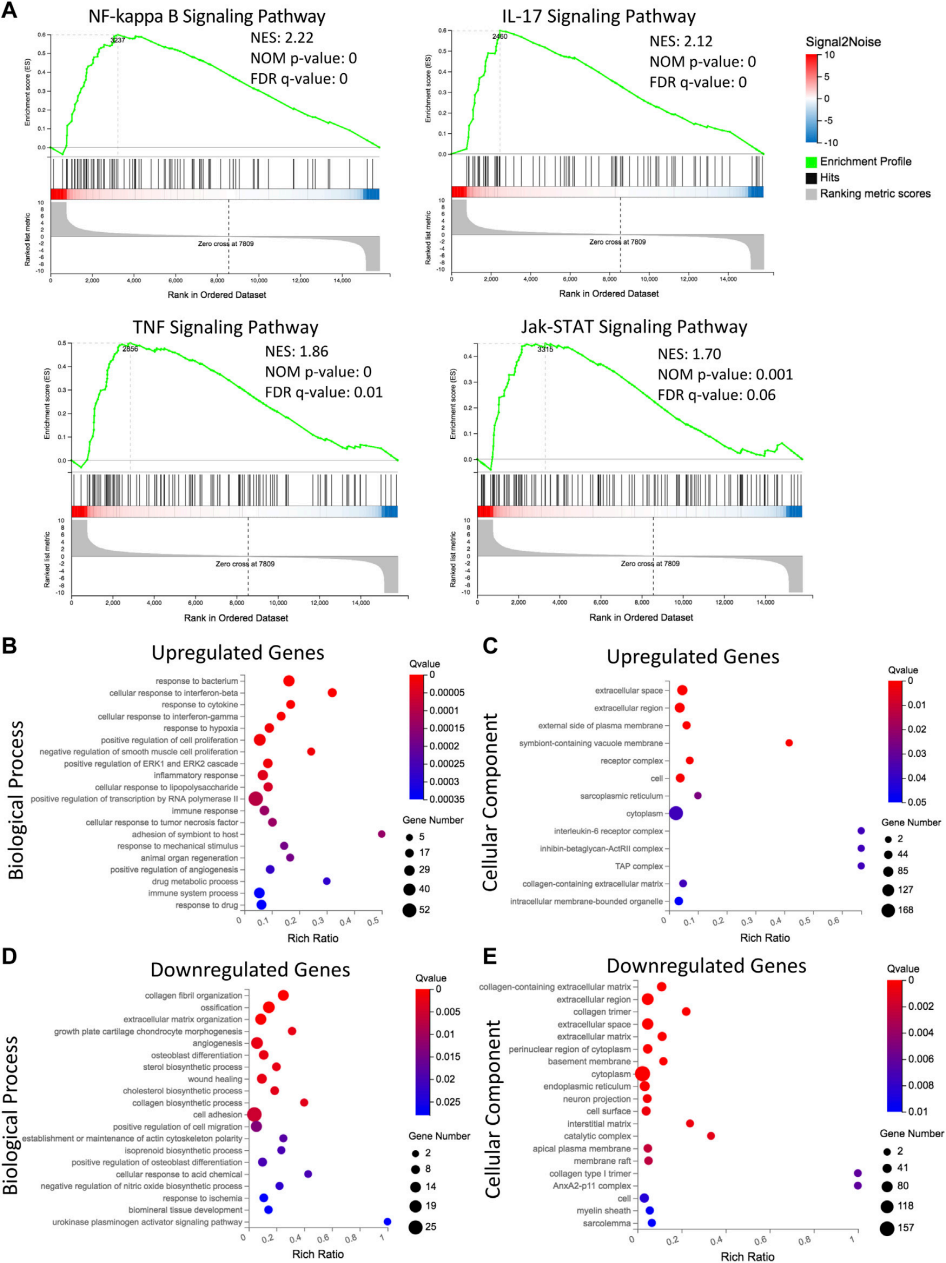
Transcriptomic analysis reveals distinct upregulation of immune and inflammatory related signaling, and downregulation of extracellular matrix and osteoblastogenesis related processes in L-MSCs. **(A)** Gene set enrichment analysis showing gene sets that are upregulated in L-MSCs (NF-κB, IL-17, TNF and Jak-STAT signaling pathways). Normalized enrichment score (NES), nominal (NOM) *p*-value and false discovery rate (FDR) q-value are shown for each plot. **(B)** Gene ontology (GO) analysis of biological processes enriched in the 423 genes upregulated by L-MSCs. The top 20 significantly enriched biological processes are displayed (based on q-value≤0.05). **(C)** GO analysis of cellular components enriched in the 423 upregulated genes in L-MSCs. The top 13 significantly enriched cellular components are displayed. **(D)** GO analysis of biological processes enriched in the 347 genes downregulated in L-MSCs. The top 20 significantly enriched biological processes are displayed. **(E)** GO analysis of cellular components enriched in the 347 downregulated genes in L-MSCs. The top 20 significantly enriched cellular components are displayed.

**FIGURE 4:**
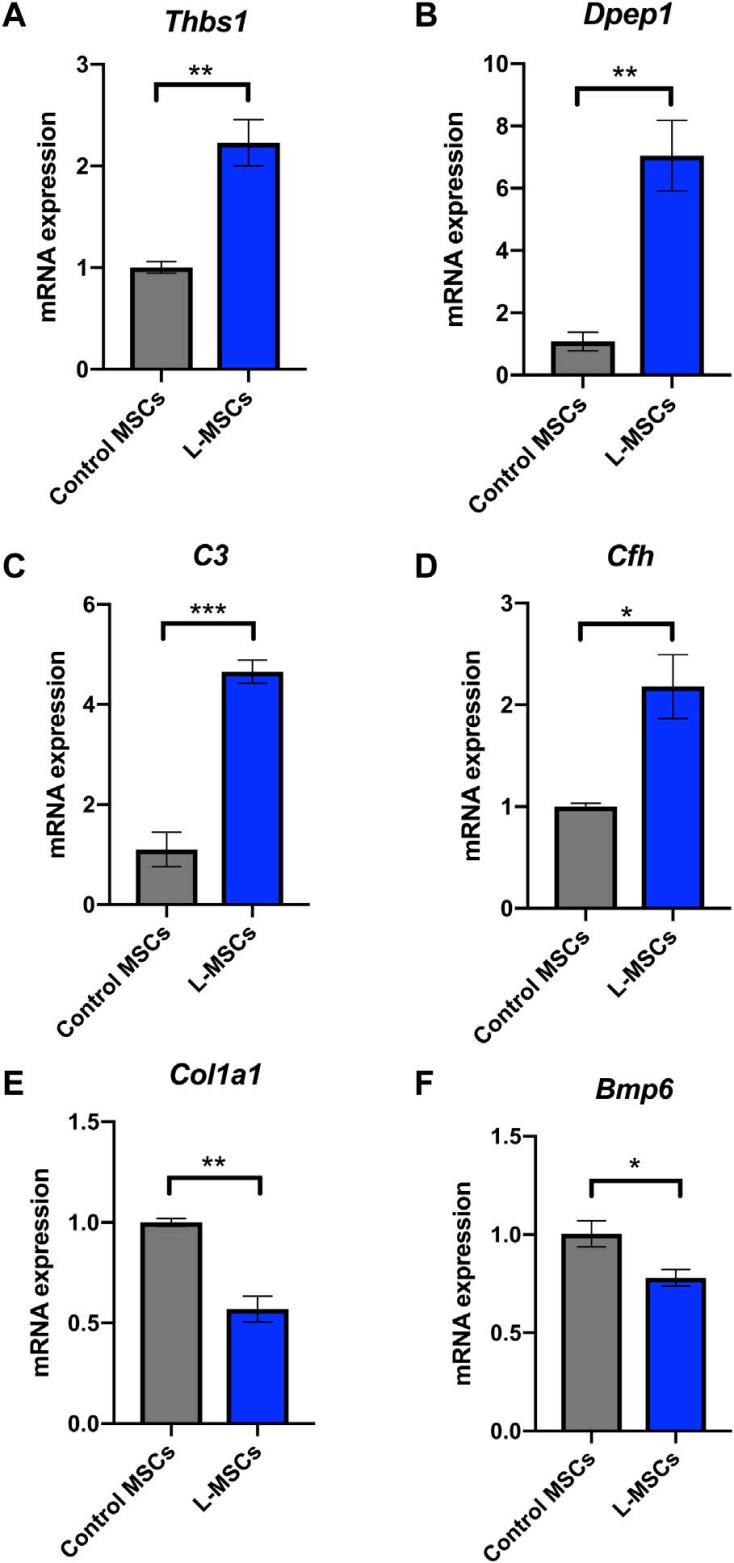
Inflammatory response related genes *Thbs1*, *Dpep1*, *C3* and *Cfh* are upregulated in L-MSCs while osteoblast differentiation related genes *Col1a1* and *Bmp6* are downregulated in L-MSCs. Mean expression of inflammatory response related genes **(A)** *Thbs1*, **(B)** *Dpep1*, **(C)** *C3* and **(D)** *Cfh* in L-MSCs relative to that in control MSCs. Mean expression of osteoblast differentiation related genes **(E)** *Col1a1* and **(F)** *Bmp6* in L-MSCs relative to that in control MSCs. Control MSCs n = 3, L-MSCs n = 4. Data are presented as mean ± SEM. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001.

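Collagen genes and the enzymes that fold and cross-link collagen were lower in L-MSCs. Of 28 measured collagen genes, 11 fell and 0 rose, with a median log2 fold change of -0.96, and 15 fell and 1 rose when adjusted over the list alone (camera adjusted p = 2.01e-07, and adjusted p = 0.321 with an estimated correlation). *Col6a2*, a chain of the microfibrillar collagen VI, fell from an FPKM of 718 ± 132 (SD, n = 2) in control MSCs to 237 ± 74.0 (SD, n = 2) in L-MSCs, a log2 fold change of -1.72 (standard error 0.25, adjusted p = 0.00609 from limma). *Col6a3*, of the same collagen, had a log2 fold change of -1.64. *Col14a1*, which associates with fibrils, had a log2 fold change of 0.23 and did not pass the test (adjusted p = 0.575). Among 36 genes of collagen biosynthesis, folding and cross-linking, 8 fell and 1 rose, and 15 fell and 2 rose when adjusted over the list alone (camera adjusted p = 2.20e-08, and adjusted p = 0.264 with an estimated correlation). *P4ha2*, a prolyl hydroxylase of procollagen, had a log2 fold change of -1.71 (standard error 0.21, adjusted p = 0.00283 from limma), and the member that rose was *Lox*, a cross-linking oxidase, named after its value was seen. The collagens that fell numbered 8, 8, 5 and 14 with 1 library left out, in the order of control replicates 1 and 2 and L-MSC replicates 1 and 2, and the same count was 8, 4, 3 and 12 for their biosynthesis. The collagens were lower in L-MSC replicate 1 than in replicate 2, with a median difference of -0.49 on the log2 scale. The lists were written after Tables S1 and S2 had been read, and without the genes of those tables, which were called on these same libraries, the collagens had an adjusted p of 0.291.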

GO enrichment analysis of genes downregulated in L-MSCs identified biological processes involved in ‘ECM organization’, ‘collagen fibril organization’ and ‘collagen biosynthetic process’ (Figure 3D). 

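Glycoproteins and proteoglycans of the ECM changed in both directions in L-MSCs. Of 86 measured, 14 fell and 7 rose, with a median log2 fold change of -0.43, and 27 fell and 10 rose when adjusted over the list alone (camera adjusted p = 0.0105, and adjusted p = 0.402 with an estimated correlation). *Acan*, the large proteoglycan of cartilage, had a log2 fold change of -2.06 (standard error 0.26, adjusted p = 0.00325 from limma). *Kera*, a small proteoglycan, had a log2 fold change of -2.91 (adjusted p = 0.0313, and 0.0562 without control replicate 2 and 0.221 with a robust fit), and one of -1.58 without L-MSC replicate 1. Its call held in 8 of 14 alternatives. In the other direction, *Igfbp3*, a secreted binder of insulin-like growth factors, rose by 2.56 on the log2 scale (standard error 0.28, adjusted p = 0.00197 from limma). The abundant *Mgp*, an inhibitor of mineralization, had a log2 fold change of 0.55 and did not pass the test (adjusted p = 0.251). Of the ECM genes, 16, 9, 9 and 21 fell with 1 library left out, in the order of control replicates 1 and 2 and L-MSC replicates 1 and 2, and the median was -0.23 without L-MSC replicate 1. The ECM list had an adjusted p of 0.138 after quantile normalization, of 0.0877 for genes with an FPKM of at least 5, and of 0.181 without the genes of Tables S1 and S2, which were called on these same libraries.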

In line with this, GO analysis of cellular components identified that downregulated gene sets were enriched in the ‘collagen-containing ECM’, ‘extracellular region’ and ‘extracellular space’ (Figure 3E). 

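More osteoblast genes fell than rose in L-MSCs. Of 79 measured genes of ossification and osteoblast differentiation, 18 fell and 5 rose, and 25 fell and 12 rose when adjusted over the list alone, with a median log2 fold change of -0.23. *Pthlh*, encoding parathyroid hormone-like peptide, fell from an FPKM of 107 ± 1.86 (SD, n = 2) to 24.0 ± 2.35 (SD, n = 2), a log2 fold change of -2.22 (standard error 0.21, adjusted p = 9.83e-04 from limma). The osteocalcin gene *Bglap2*, a paralog of *Bglap* that may share its reads, had a log2 fold change of -2.88 (adjusted p = 0.0365, and 0.0522 without scaling and 0.236 with a robust fit), and one of -1.56 without L-MSC replicate 1. Its call held in 7 of 14 alternatives. *Zbtb16*, a zinc finger transcription factor, rose by 2.68 on the log2 scale, and the others that rose were *Igfbp3*, *Penk*, *Cebpd* and *Gpnmb*, the last 3 named after their values were seen. The bone matrix gene *Spp1* had a log2 fold change of 0.23 and did not pass the test (adjusted p = 0.705). Genes of angiogenesis went both ways, with 16 of 75 lower and 9 higher, and 21 lower and 15 higher when adjusted over the list alone. *Anxa2*, an annexin, had a log2 fold change of -1.77 and *Ptn*, encoding the growth factor pleiotrophin, of -1.80. Neither list passed camera (adjusted p = 0.115 for osteoblast genes and 0.566 for angiogenesis, and adjusted p = 0.577 and 0.560 with an estimated correlation). Among the genes past both thresholds in the lower direction they were over-represented (one-sided Fisher's exact test, adjusted p = 1.05e-09 and 4.16e-09). The lists were written after Tables S1 and S2 had been read, and 28 of the 79 osteoblast and 30 of the 75 angiogenesis genes are in those tables. Over-representation among genes called on the same libraries was thus largely built in. Only the lower direction was tested, so that the genes of angiogenesis that rose do not enter. The median of the osteoblast list was -0.06, -0.34, -0.11 and -0.34 with 1 library left out, in the order of control replicates 1 and 2 and L-MSC replicates 1 and 2. Without the genes of Tables S1 and S2, whose removal takes out genes called on these same libraries, the osteoblast list had an adjusted p of 0.984.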

Finally, downregulated genes were also enriched for osteogenic-related processes including ‘ossification’, ‘osteoblast differentiation’, ‘positive regulation of osteoblast differentiation’ and ‘angiogenesis’ which intimately couples osteogenesis (Figure 3D). These results indicate that major biological processes downregulated at the molecular level in L-MSCs appear to affect ECM regulation and osteoblast differentiation. 

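Markers of other skeletal cells that make matrix were also lower in L-MSCs. Of 19 measured chondrocyte markers, 4 fell and 0 rose, and 8 fell when adjusted over the list alone (camera adjusted p = 1.93e-07, and adjusted p = 0.343 with an estimated correlation), with 9 of them also in another list. *Clec3a*, a cartilage lectin, had a log2 fold change of -2.67 (standard error 0.32, adjusted p = 0.00283 from limma), and *Acan*, *Scrg1* and *Col11a1* (adjusted p = 0.115 without control replicate 1 and 0.107 without L-MSC replicate 1) were the others that fell. *Comp*, abundant in cartilage and tendon, had a log2 fold change of -0.19 and did not pass the test (adjusted p = 0.760). Of 17 tenocyte markers, 5 fell and 0 rose, and 6 fell when adjusted over the list alone (camera adjusted p = 0.00146, and adjusted p = 0.392 with an estimated correlation), with 10 of them also in another list. *Ptx4*, a pentraxin, had a log2 fold change of -2.38 (standard error 0.30, adjusted p = 0.00325 from limma), and the others that fell were *Tppp3*, *Kera* (adjusted p = 0.0562 without control replicate 2), *Tnmd* and *Fmod*, the last named after its value was seen. Chondrocyte markers that fell numbered 3, 7, 4 and 7 and tenocyte markers 5, 3, 4 and 7 with 1 library left out, in the order of control replicates 1 and 2 and L-MSC replicates 1 and 2. The tenocyte list had an adjusted p of 0.291 without the genes of Tables S1 and S2, which were called on these same libraries. From the processes enriched among the downregulated genes (Figures 3D,E), the paper proposes that the processes downregulated in L-MSCs affect the regulation of the ECM and the differentiation of osteoblasts.

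**Figure D3:**
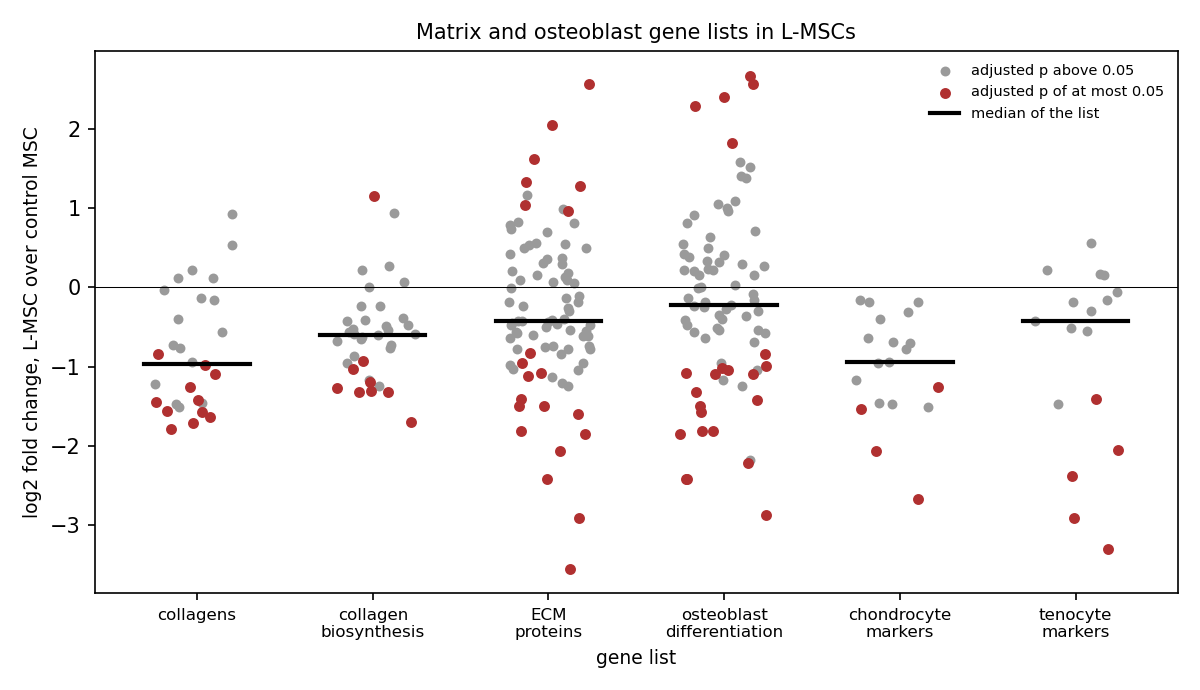
Log2 fold change of L-MSCs over control MSCs (vertical axis) for each measured gene of 6 lists (horizontal axis), each point a gene, with points in red for an adjusted p of at most 0.05 from limma and a black bar at the median of each list. The median is -0.96 for the collagens, -0.94 for chondrocyte markers and -0.23 for osteoblast differentiation.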

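*Col1a1* and *Bmp6* were both lower in L-MSCs. *Col1a1*, encoding the main chain of type I collagen, lies on chromosome 11 of GRCm38 from 94936224 to 94953042. Its FPKM was 6571 and 5949 in the control libraries and 1617 and 3117 in the L-MSC libraries, a log2 fold change of -1.58 (standard error 0.32, adjusted p = 0.0218 from limma). *Bmp6*, a bone morphogenetic protein, lies on chromosome 13 of GRCm38 from 38345716 to 38500314. Its FPKM was 4.75 ± 0.0636 (SD, n = 2) in control MSCs and 1.26 ± 0.205 (SD, n = 2) in L-MSCs, a log2 fold change of -1.42 (standard error 0.32, adjusted p = 0.0338 from limma). By p, *Col1a1* ranked 6 and *Bmp6* ranked 10 among the osteoblast genes that were lower in L-MSCs. *Gapdh*, which normalized the qPCR, had a log2 fold change of -0.52 (standard error 0.25, adjusted p = 0.275 from limma). Without control replicate 1 and without L-MSC replicate 1 the adjusted p of *Bmp6* was 0.0904 and 0.0740, without control replicate 2 it was 0.111, and with TPM and without the filter it was 0.0521 and 0.188. That of *Col1a1* was 0.0603 without a variance trend and 0.0501 without control replicate 2.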

To validate the downregulation of osteogenic related genes in L-MSCs we assessed the expression of two of the most significantly downregulated genes in the ‘osteoblast differentiation’ process identified by our GO analysis. By qPCR we showed that both collagen type 1 alpha 1 (*Col1a1*) and bone morphogenetic protein 6 (*Bmp6*) were expressed at significantly lower levels in L-MSCs than control MSCs (Figures 4E,F).

## 4 Discussion

Current treatment options for leukemia largely rely on therapies that directly target malignant cells. In recent years, the BMM of leukemia has been highlighted as a critical therapeutic target due to the propensity of leukemic cells to hijack and remodel normal BM niches into a “sanctuary” that facilitates chemoresistance and immune escape. Therefore, normalizing BMM function or blocking leukemia-BMM interactions may create a less hospitable environment for leukemic cells and could thus lead to improved therapies for the treatment of high-risk leukemia.

Our *in vitro* data indicates that most cellular functions of L-MSCs do not differ significantly when compared to control. Interestingly, L-MSCs showed a reduction in self-renewal capacity, as demonstrated by the formation of fewer CFU-Fs *in vitro.* This has previously been observed in B-ALL and T-ALL, with our data providing further evidence that ALL cells can inhibit the self-renewal capacity of MSCs (Balandran et al., 2016; Lim et al., 2016). While our study did not detect any significant changes in the percentage of proliferating MSCs through BrdU incorporation *in vivo*, other studies have observed decreased proliferation of MSCs and stromal cells in B-ALL (Conforti et al., 2013; Vicente Lopez et al., 2014; Balandran et al., 2016; Zanetti et al., 2020). A reduced proliferative potential has been attributed to the induction of cellular senescence in MSCs in the ALL BMM (Lim et al., 2016; Bonilla et al., 2019; Vanegas et al., 2021). These studies were conducted in different subtypes of ALL, suggesting that the MSCs in different subtypes of ALL may have different proliferation profiles. We also examined the effect of MSCs on leukemia cell number and viability following a 3 days co-culture and observed that both control MSCs and L-MSCs have a similar effect on leukemia cell growth *in vitro*.

Our previous study demonstrated that the number of osteoblasts and trabecular bone mass are significantly reduced in leukemia-bearing mice (Cheung et al., 2018). However, it is unclear whether this is caused by impaired osteogenic potential of MSCs during leukemogenesis. In this study, we have shown that L-MSCs retained their tri-lineage differentiation potential *in vitro* and we did not observe significant changes in osteogenic potential between normal MSCs and L-MSCs. Our results appear to be consistent with findings in other B-ALL subtypes (Balandran et al., 2016; Zanetti et al., 2020). In contrast, one study demonstrated a modest reduction in osteogenic differentiation potential of B-ALL-associated MSCs (Vanegas et al., 2021). It is possible that the discrepancy in findings is due to variability between cell lines and primary samples used. While it appears that the osteogenic potential of MSCs is not affected by leukemia development in an *in vitro* culture setting, the transcriptomic analysis of DEGs indicated an osteo-lineage defect in L-MSCs. Specifically, GO analysis of biological processes identified a downregulation in genes associated with osteoblast differentiation and osteogenesis in L-MSCs which we validated by qPCR. It is plausible that the impact on osteoblast differentiation is highly dependent on complex crosstalk with other cellular components of the BM niche. For instance, the B-ALL niche is known to be rich in pro-inflammatory cytokines and the pro-inflammatory cytokines TNF and IL-17 are known to inhibit osteoblast differentiation in MSCs *via* activation of the NF-κB signaling pathway (de Vasconcellos et al., 2011; Chang et al., 2013; Balandran et al., 2016). Our GSEA data confirmed that genes in these pathways are upregulated in L-MSCs, thus potentially contributing to a reduction in osteoblast formation. NF-κB activation can also promote the expression of interleukin-6 (IL-6), which is a pro-inflammatory cytokine known to promote osteoclastogenesis and inhibit osteoblastogenesis and is therefore commonly associated with various bone diseases such as rheumatoid arthritis and osteoporosis (Libermann and Baltimore, 1990; Harmer et al., 2018). 

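*Il6*, encoding the cytokine interleukin-6, lies on chromosome 5 of GRCm38 from 30013114 to 30019975. Its FPKM was 10.8 and 2.55 in control MSCs and 46.3 and 16.1 in L-MSCs, so that both L-MSC libraries were above both control libraries. The log2 fold change was 2.04 (standard error 0.58), a 4.12-fold higher level on the scale of FPKM + 1, and did not pass the threshold (adjusted p = 0.0735 from limma). In both groups replicate 1 was above replicate 2, as for most immediate-early genes. The log2 fold change without control replicate 2 was 1.15 (adjusted p = 0.223) and without L-MSC replicate 1 was 1.28 (adjusted p = 0.186). It passed without control replicate 1 (adjusted p = 2.74e-04), without L-MSC replicate 2 (5.07e-04) and over the genes with an FPKM of at least 5 (0.0483).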

Importantly, the expression of *Il6* was significantly increased in L-MSCs in our study (Log2FC = 2.12), thus could be contributing to the bone loss observed in our mouse model. Future studies should explore the inhibition of these factors and signaling pathways as a mechanism for restoring bone formation in the B-ALL niche. The therapeutic potential of restoring osteoblast number and function has already shown promise in murine models of acute leukemia, thus, is worthy of further investigation in B-ALL (Krevvata et al., 2014). In addition to mediating bone loss, IL-6 is considered a negative prognostic marker in many types of cancer and has been found to promote malignant cell proliferation, metastasis and anti-apoptotic pathways, therefore favoring disease progression (Kumari et al., 2016). Therefore, the impact of MSC-derived IL-6 in the B-ALL BMM should be further investigated.

The presence of pro-inflammatory factors in the B-ALL BMM is a well-documented phenomenon that appears to be reflected in the gene signature of our L-MSCs (Vilchis-Ordonez et al., 2015; Balandran et al., 2016). We observed an upregulation of genes involved in the inflammatory response which we validated by qPCR. It will be important to explore the potential implication of this L-MSC inflammatory response on leukemogenesis in future experiments. For example, pro-inflammatory cytokines can result in activation of the Jak-STAT signaling pathway (Zhao et al., 2021). Indeed, in this study, we observed an enrichment for genes in the Jak-STAT signaling pathway in L-MSCs. 

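Several receptors that signal through Jak-STAT and genes it induces were higher in L-MSCs. *Lifr* had an FPKM of 7.07 ± 0.226 (SD, n = 2) in control MSCs and 28.6 ± 7.33 (SD, n = 2) in L-MSCs (standard error of the log2 fold change 0.26, adjusted p = 0.00668 from limma). *Il11ra2*, an interleukin-11 receptor gene whose reads may be shared with its paralogs, had a log2 fold change of 1.93 (standard error 0.34, adjusted p = 0.0117 from limma), and *Il11ra1* one of 0.28, which did not pass the test (adjusted p = 0.481). *Myc*, a transcription factor induced by many growth signals, had a log2 fold change of 1.99 (adjusted p = 0.0316, and 0.0716 without control replicate 2, at 1.25 on the log2 scale), and *Bcl2*, an inhibitor of apoptosis, one of 1.81 (adjusted p = 0.0181, and 0.0613 without control replicate 2 and 0.0559 without L-MSC replicate 1). *Cdkn1a*, a cell cycle inhibitor, had a log2 fold change of -0.42 and did not pass the test (adjusted p = 0.368). Of the 79 genes measured, 33 are also in another list, as are 12 of its 16 called genes, and without the genes of Tables S1 and S2, which were called on these same libraries, the Jak-STAT list had a camera adjusted p of 0.486.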

In AML, activation of Jak-STAT signaling in blast cells and MSCs has been reported to promote blast cell proliferation (Habbel et al., 2020). Additionally, reduced proliferation and increased apoptosis in AML-MSCs were attributed to increased Jak-STAT signaling which could be alleviated *via* Jak-STAT inhibitors (Zhang et al., 2021). Surprisingly, limited studies have explored the role of Jak-STAT activation in B-ALL-associated MSCs. Considering our findings, the effect of Jak-STAT inhibition on L-MSCs and how this may impact their B-ALL supportive function is worthy of further interrogation.

Impairment of healthy hematopoiesis is a pronounced feature of B-ALL, which is also recapitulated in our murine model (Cheung et al., 2018). As MSCs are known to be essential regulators of the normal hematopoietic stem cell (HSC) niche, we hypothesized that the hematopoietic supportive function of MSCs may be impaired by leukemia development (Pinho and Frenette, 2019). Our data revealed that LSK expansion was enhanced in the presence of L-MSCs. Interestingly, a previous study found that aged MSCs induced greater expansion of the CD34^+^ hematopoietic progenitor population *in vitro* than pediatric MSCs, which was attributed to increased IL-6 production by adult MSCs (O'Hagan-Wong et al., 2016). According to our molecular level data, *Il6* is upregulated in L-MSCs, therefore, future experiments should investigate whether this factor could be contributing to increased LSK proliferation in co-culture. This could be important, as dysregulated expansion of the hematopoietic stem and progenitor pool can lead to exhaustion of the hematopoietic system.

Degradation of the ECM is a common feature of the tumor microenvironment and has important implications for cancer invasiveness and metastasis (Winkler et al., 2020). Previously, we have shown that the BM ECM was modified by BCR-ABL1^+^ B-ALL, exemplified by a reduction in collagen type I in femurs of mice at Day 8 and Day 20 post leukemia cell injection (Cheung et al., 2018). Matrix metalloproteinases (MMPs) are ECM proteases that can degrade the BM ECM and play a vital role in the differentiation of MSCs into different lineages (Almalki and Agrawal, 2016). B-ALL cells have been shown to be capable of upregulating MMP-9 expression in BM MSCs and the expression of MMP-9 by MSCs is mediated by TNF-α-induced activation of NF-κB signaling pathways (Verma et al., 2020). While we observed an enrichment of TNF and NF-κB signaling pathways in B-ALL-associated MSCs, the expression of *Mmp9* was not significantly increased in L-MSCs in our study. However, we did observe that the expression of another member of the MMP protein family, *Mmp11*, was upregulated in L-MSCs (Log2FC = 3.15). 

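*Mmp9*, encoding gelatinase B, lies on chromosome 2 of GRCm38 from 164940326 to 164955850. Its FPKM was 1 and 0 in control MSCs and 6.09 and 2.72 in L-MSCs, so that the control libraries were at or under the minimum FPKM of 1. The log2 fold change was 1.81 (standard error 0.46) and did not pass the threshold (adjusted p = 0.0507 from limma). The adjusted p was 0.00696 without control replicate 1, 0.00353 without L-MSC replicate 2 and 0.0368 with a robust fit, and 0.192 without control replicate 2 and 0.204 without L-MSC replicate 1. With a pseudocount of 0.1 the log2 fold change was 3.58 (adjusted p = 0.110). *Mmp2*, the other gelatinase gene and far more abundant, had a log2 fold change of 0.13 (standard error 0.22, adjusted p = 0.790 from limma).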

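*Mmp11*, encoding stromelysin 3, lies on chromosome 10 of GRCm38 from 75923221 to 75932502. Its FPKM was 20.3 and 11.6 in control MSCs and 229.8 and 77.6 in L-MSCs, a log2 fold change of 2.94 (standard error 0.45, adjusted p = 0.00719 from limma, and 0.0582 with a robust fit). Over 22 measured matrix metalloproteinases, their inhibitors and ADAMTS proteases, 2 rose and 1 fell, and 4 rose and 2 fell when adjusted over the list alone. The camera adjusted p of 0.261 did not pass, and the adjusted p with an estimated correlation was 0.560. Of this list, 7, 1, 2 and 6 rose with 1 library left out, in the order of control replicates 1 and 2 and L-MSC replicates 1 and 2. Without control replicate 1 the list passed (adjusted p = 0.0134). *Adamts5*, an aggrecanase, was the other that rose, with a log2 fold change of 1.32 (adjusted p = 0.0218, and 0.0717 without a variance trend and 0.0766 without control replicate 2). The inhibitor *Timp1* had a log2 fold change of -0.89 (adjusted p = 0.0358, and 0.102 without control replicate 2 and 0.103 without L-MSC replicate 2) and *Timp3* of 0.46, which did not pass the test (adjusted p = 0.255).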

*MMP11* has been shown to be upregulated in 15 different solid cancer types and is known to facilitate tumor invasion (Gobin et al., 2019). Additionally, our GO analyses of L-MSCs identified a downregulation in ECM-related processes, such as ‘collagen fibril organization’ and ‘ECM organization’, supporting the notion of ECM dysregulation in the BMM of B-ALL.

Finally, *DPEP1* expression has recently been identified as a negative prognostic indicator in patients with B-ALL (Zhang et al., 2020). Overexpression of this factor in B-ALL cells was shown to enhance their proliferation and survival, highlighting its potential as a therapeutic target (Zhang et al., 2020). 

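The FPKM of *Dpep1* was 13.7 and 6.15 in the control libraries and 172 and 94.4 in the L-MSC libraries, an 11.7-fold higher level on the scale of FPKM + 1. Among the 269 genes that were higher in L-MSCs, *Dpep1* ranked 13 by p and 3 by log2 fold change. *Dpep1* was called with each library left out in turn, with log2 fold changes between 3.00 and 4.08.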

Interestingly, *Dpep1* was one of the most significantly upregulated genes in L-MSCs in our study (Log2FC = 3.64), a finding we validated by qPCR. However, the role of BMM-derived DPEP1 in the pathogenesis of B-ALL is yet to be investigated and follow-up studies investigating the impact that L-MSC-derived DPEP1 has on leukemogenesis are therefore warranted.

It should be acknowledged that a limitation associated with the *in vitro* assessment of MSC biology is the inability of culture conditions to completely recapitulate the *in vivo* BMM. Thus, the possibility of culture induced changes to MSC biology must be considered when examining our results. Recent studies have begun to examine the effect of manipulating various cell culture conditions including oxygen concentration, 3-dimensional *versus* 2-dimensional culture and dynamic *versus* static culture on MSC biology (Tsai et al., 2011; Ejtehadifar et al., 2015; Tsai et al., 2019; Kouroupis and Correa, 2021). In the future, standardization of MSC culture methodology that best recapitulates the BMM will be essential for reducing the impact of culture on MSC biology. Ultimately, this will improve the accuracy of the *in vitro* assays used to study this cell population.

In summary, significant progress has been made over recent years in the development of therapies which target the B-ALL microenvironment (Kuek et al., 2021). However, the BMM of certain high-risk B-ALL subtypes, such as BCR-ABL1, remain under investigated. In this study, we provide important insight regarding alterations to MSC biology in the setting of high disease burden. We have demonstrated that BCR-ABL1^+^ B-ALL-associated MSCs exhibit reduced self-renewal capacity and extensive molecular alterations, indicating potential disruptions to important signaling pathways involved in inflammation, osteoblastogenesis and ECM organization *in vivo*. Together, our findings provide vital directions for future research, which include examining the cellular and molecular properties of L-MSCs across sequential timepoints of B-ALL progression to provide an understanding of how MSC biology is altered throughout leukemogenesis; performing protein level validation of the molecular findings identified; and delving into the therapeutically targetable aspects of MSC biology, which will be essential for continued improvement in clinical outcomes of patients diagnosed with B-ALL.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: Gene Expression Omnibus, accession number: GSE208719.

# Supplementary material for: Characterization of mesenchymal stem cells in pre-B acute lymphoblastic leukemia
**Source:** Front Cell Dev Biol. 2023 Jan 20;11:1005494. doi: 10.3389/fcell.2023.1005494
**Supplement:** Supplementary file 2

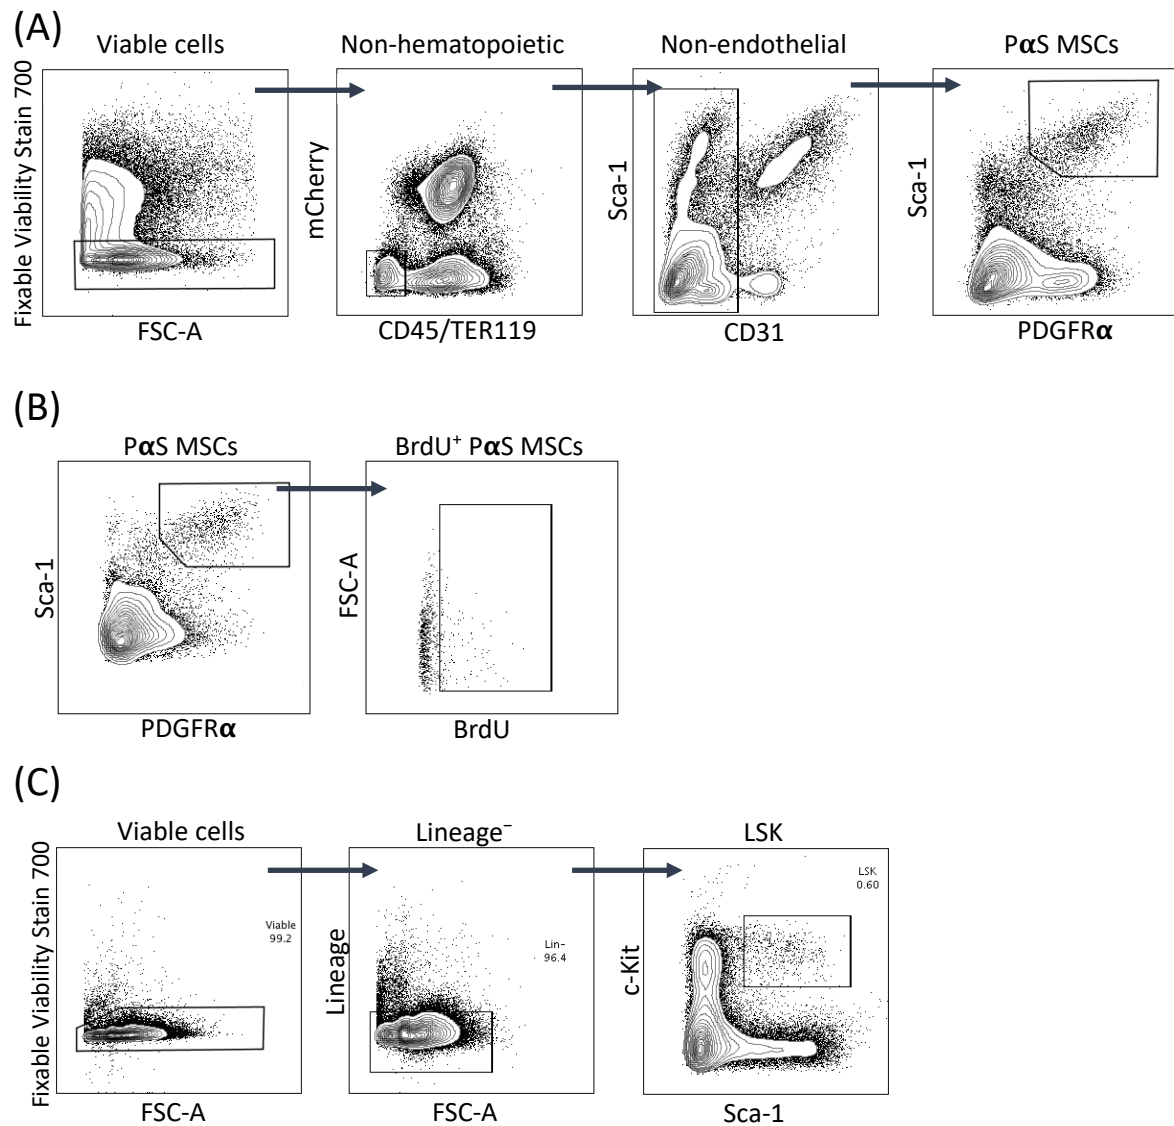

Supplementary Figure 1. Flow cytometry/fluorescence activated cell sorting (FACS) gating strategies. (A) PDGFR α ⁺, Sca-1⁺ (P α S) mesenchymal stem cell (MSC) gating strategy. **(B)** Detection of BrdU⁺ P α S MSCs by flow cytometry. **(C)** Lineage⁻, Sca-1⁺, c-Kit⁺ (LSK) gating strategy.

Supplementary Methods

MSC differentiation assays

To assess the osteogenic potential of mesenchymal stem cells (MSCs), MSCs were seeded into a 96-well plate at 8500 cells/well and allowed to adhere overnight. The following day, osteogenic differentiation medium (hMSC Osteogenic Differentiation BulletKit, Lonza) was added to the wells. Cells were cultured for 13-28 days, with media changed every 3 days. After 13 days, cells were washed with phosphate-buffered saline (PBS), fixed with 4% paraformaldehyde (PFA) for 1 minute, followed by washing with a tween wash buffer (0.05% tween in PBS). Differentiating osteoblasts were stained with an alkaline phosphatase solution (SIGMAFAST BCIP/NBT tablet, Sigma-Aldrich, dissolved in 10ml of deionized water) for 15 minutes, followed by 2 rinses with the tween wash buffer. To confirm the capacity of mature osteoblasts to form bone nodules, cells were cultured in osteogenic media for 26-28 days. For staining of bone nodules, cells were washed with PBS and fixed with 2.5% glutaraldehyde for 20 minutes. After fixation, cells were washed with PBS once and 70% ethanol thrice. Wells were then air dried, followed by staining with Alizarin Red staining solution (1% in water, pH 4.2) for 20 minutes. After staining, cells were washed twice with 50% ethanol, followed by a third wash in 50% ethanol on a shaking platform. Finally, wells were air dried.

To assess the chondrogenic potential of MSCs, MSCs were resuspended at 45000 cells in 20 μ l of α -MEM medium and seeded into a 48-well plate to form a micromass. Cells were allowed to adhere overnight, followed by culture in chondrogenic differentiation medium (StemXvivo Chondrogenic base media and mouse supplement, R&D). Media was replaced every 3 days for 20-22 days. Following this, each chondrocyte micromass was washed with PBS and fixed with 2.5% glutaraldehyde, followed by staining with an Alcian blue solution (pH=1) to assess glycosaminoglycan content. To make the staining solution, Alcian blue powder (Sigma-Aldrich) was dissolved in 10% sulfuric acid at a concentration of 10mg/ml. After 2 hours, micromass' were washed with a de-staining solution (0.1M hydrochloric acid) followed by PBS twice.

To assess the adipogenic potential of MSCs, MSCs were seeded into a 96-well plate at 15000 cells/well and cultured in complete MesenCult media until confluence. Media was then replaced with Adipogenic Induction Medium (hMSC Adipogenic Differentiation BulletKit, Lonza). After 3 days, media was replaced with Adipogenic Maintenance Medium (BulletKit, Lonza). Three days later, cells were fixed with 4% paraformaldehyde for 1 hour, washed thrice with distilled water and stained with Oil Red O for 30 minutes. The Oil Red O staining solution was made in 99% triethyl phosphate (Sigma-Aldrich) as described previously (Kinkel et al., 2004). After 30 minutes wells were washed thrice with distilled water. Low oxygen culture conditions (5% O₂, 5% CO₂) were maintained throughout adipogenesis (Basciano et al., 2011).

For quantification, 4X images were taken from each well using a Nikon Eclipse Ti system fitted with a Nikon DS-Ri1 color camera. NISElements (V3.21, LO) imaging software was used to capture photos and the percentage of area stained by alkaline phosphatase, Oil Red O or Alcian blue was measured using ImageJ (v1.52a, National Institute of Health) according to a previously published protocol (Ng et al., 2014). For osteoblast mineralization, the number of bone nodules stained by Alizarin Red were counted per well to quantify bone formation.

References

- Basciano, L., Nemos, C., Foliguet, B., de Isla, N., de Carvalho, M., Tran, N., et al. (2011). Long term culture of mesenchymal stem cells in hypoxia promotes a genetic program maintaining their undifferentiated and multipotent status. *BMC Cell Biol* 12, 12. doi: 10.1186/1471-2121-12-12.

- Kinkel, A.D., Fernyhough, M.E., Helterline, D.L., Vierck, J.L., Oberg, K.S., Vance, T.J., et al. (2004). Oil red-O stains non-adipogenic cells: a precautionary note. *Cytotechnology* 46(1), 49-56. doi: 10.1007/s10616-004-3903-4.
- Ng, C.P., Sharif, A.R., Heath, D.E., Chow, J.W., Zhang, C.B., Chan-Park, M.B., et al. (2014). Enhanced ex vivo expansion of adult mesenchymal stem cells by fetal mesenchymal stem cell ECM. *Biomaterials* 35(13), 4046-4057. doi: 10.1016/j.biomaterials.2014.01.081.

How the deposited data were processed for this re-analysis (not part of the article)

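RNA-sequencing was carried out on MSCs sorted from the long bones of female C57BL/6J mice, with 2 libraries of control MSCs and 2 libraries of L-MSCs, each from pooled mice. The authors prepared the libraries with a SMART-Seq kit and sequenced them on a BGI sequencer. According to the submitters' processing notes, the authors removed low-quality reads with SOAPnuke, aligned the clean reads with HISAT2 2.0.4 and Bowtie2 2.2.5 and calculated FPKM with RSEM 1.2.8 against GRCm38.p6, and according to the paper they called differentially expressed genes with DESeq2. The deposited values are FPKM with 2 decimals, and they were not scaled between libraries. The log2 fold changes of L-MSCs over control MSCs that stand beside them, as deposited, come from the authors' comparison of the groups, with 1 value per gene. Genes above 0 per library numbered 14323, 14057, 13623 and 14704, and genes at an FPKM of at least 1 numbered 10611, 10560, 10792 and 10976. The 10 most abundant genes held 16.0%, 15.6%, 20.4% and 18.7% of the summed FPKM, in the same order of control replicates 1 and 2 and L-MSC replicates 1 and 2. The reads of each library are not given in the deposited values, so that no counting interval was computed.

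Values were scaled by the median of ratios, the genes with an FPKM of at least 1 in at least 2 of the 4 samples were kept, and the groups were compared on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend). Genes at a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change of at least 1 in either direction were counted. With 2 samples in a group an exact permutation test cannot go below 0.333, so that all gene tests rest on the pooled spread of limma. The fit was tested on simulated data with known changes, placed only in genes with a mean level above an FPKM of 5. The noise was normal, independent between genes, and of the spread that limma had estimated on these data. Log2 changes of 1, 2 and 3 were recovered past both thresholds for 46.3%, 98.5% and 100% of the changed genes. Of 173 genes called, 10 were unchanged, and with no change simulated 0 genes were called. No effect shared by genes of a library was simulated, so that these rates check the computation and need not hold for the real libraries. Across the 11056 genes tested, the log2 fold changes had a Pearson correlation of 0.944 with those that the authors deposited beside the FPKM.

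Before the data were examined, 41 gene lists were written by hand, since the KEGG and GO lists of the paper were not among the sources used. They cover the pathways and processes the paper reports, other responses and metabolism, and markers of other cell types, and the 39 with at least 3 measured genes were tested with camera at an inter-gene correlation of 0.01, adjusted over those lists. Tables S1 and S2 had been read by then, and 7 lists (glucocorticoid, glycolysis, fasting, clock, immediate-early, endoplasmic reticulum and actin) were prompted by them. Named genes were fixed by a rule: the genes the paper names, the 10 largest changes in each direction among called genes with no overlap between groups and a mean FPKM of at least 5 in the higher group, up to 4 called members of each list with the largest change and up to 2 others with the highest FPKM, the antigens of the sort and *Gapdh*. The values of genes in Tables S1 and S2 were seen before the rule was written. Alternatives were no scaling, TPM, quantile normalization, pseudocounts of 0.1 and 0.5, no filter, a minimum FPKM of 5, no variance trend, a robust fit, the replicate number as a block, no fold threshold, each library left out, other correlations between genes or methods for the lists (an estimated correlation, fry, a one-sided Fisher's exact test and fgsea 1.28.0), and lists without the genes of Tables S1 and S2. The pathway analysis of the paper was not repeated, because its KEGG and GO member lists are not among the sources used, and neither was its qPCR, whose values were not used here.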

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

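The tests of tissue dissociation, of overlap with inflammatory genes, of the circadian phase, of erythroid RNA, of the choice of scaling and of the share of osteoblasts were chosen only after the results had been seen, whereas that of transcript length and GC content was written before. Each bootstrap interval below resamples the genes of a set with the libraries held fixed. It carries no spread between libraries and takes genes that change together as independent. The gene lists of responses to glucocorticoids, fasting, immediate-early induction, senescence, ribosomal proteins and adipocytes were not taken from the pathways and processes the paper reports, and each had a camera call with higher values in L-MSCs.

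Genes that glucocorticoids induce had a median log2 fold change of 1.50 in L-MSCs, and of 43 measured, 33 rose and 0 fell, and 34 rose and 0 fell when adjusted over the list alone, with *Pdk4*, *Slc10a6*, *Angptl4* and *Klf15* at the top (camera adjusted p = 1.13e-26, and adjusted p = 0.264 with an estimated correlation). The list was prompted by genes of Tables S1 and S2, so that its count is not independent evidence. Once the genes of those tables were taken out, which the paper called on these same libraries and which hold 33 of its members, its adjusted p was 0.820, a loss of the call that follows largely from the removal. The pattern was not confined to members shared with the inflammatory, acute-phase, signaling, interferon and immediate-early lists. The 34 members outside those lists had a median log2 fold change of 1.52 (95% bootstrap interval over genes 1.25 to 1.80), and 28 of them rose. Of these 34, 28 are in Tables S1 and S2, which prompted the list. Their rise thus follows largely from the choice of members, and whether such an overlap explains the pattern is not decided. Induction by inflammation of genes outside those lists was not tested. A response to dissociation that differed between the groups cannot be told apart from a response to glucocorticoids, since the immediate-early genes outside the list, which dissociation and signaling both induce, had a median of 0.92 in L-MSCs over control MSCs (95% bootstrap interval 0.67 to 1.32). Between the replicates of a group, which do not compare the handling of the groups, the glucocorticoid genes outside the immediate-early list differed by medians of -0.03 in control MSCs and 0.11 in L-MSCs, and those immediate-early genes by 1.04 and 0.71. A shift of the circadian phase at harvest cannot be told apart from a response to glucocorticoids, since the clock genes driven through E-boxes had a median of 0.73 and the 4 genes of the opposite phase one of -0.43 with an interval of -0.95 to 0.55. A rise of glucocorticoids or a fast in leukemia-bearing mice may explain the pattern and stays a hypothesis. Corticosterone levels and food intake, which would bear on it, are not among the deposited values, and 9 of 25 fasting genes outside the glucocorticoid list rose as well.

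Genes induced by FoxO factors and fasting had a median log2 fold change of 1.204, and of 30 measured, 14 rose and 0 fell, and 20 rose and 0 fell when adjusted over the list alone, a list prompted by genes of Tables S1 and S2 (camera adjusted p = 7.16e-16, and adjusted p = 0.264 with an estimated correlation). Immediate-early genes had a median of 0.90, and of 39 measured, 6 rose and 0 fell, and 19 rose and 0 fell when adjusted over the list alone, a list prompted in the same way, with medians of 1.12 and 0.71 for replicate 1 over replicate 2 in control MSCs and L-MSCs (camera adjusted p = 2.29e-09, and adjusted p = 0.460 with an estimated correlation). Of the immediate-early genes, 23, 0, 3 and 20 rose with 1 library left out, in the order of control replicates 1 and 2 and L-MSC replicates 1 and 2, and their median was 1.50, 0.50, 0.50 and 1.25. Senescence markers had a median of 0.47, with *Igfbp3* and *Ccl8* higher and *Plaur* lower among 21 measured, and 4 rose and 1 fell when adjusted over the list alone (camera adjusted p = 0.0124, and adjusted p = 0.464 with an estimated correlation), and the list had an adjusted p of 0.185 without control replicate 2, 0.0554 without L-MSC replicate 1, 0.0544 without the filter, 0.336 with fry, 0.115 with a one-sided Fisher's exact test, 0.0755 and 0.182 with fgsea on the moderated statistic and on signal-to-noise, and 0.150 without the genes of Tables S1 and S2, which were called on these same libraries. The call held in 11 of 20 alternatives. Of the senescence markers, 9, 2, 2 and 6 rose in the same order, with medians of 0.49, 0.37, 0.31 and 0.79. Ribosomal protein genes had a median of 0.39, and of 75 measured 1 rose, *Rps28* (adjusted p = 0.198 without control replicate 1, 0.0509 without control replicate 2, 0.106 without L-MSC replicate 1 and 0.0859 without L-MSC replicate 2), and 0 fell, with 0 and 0 when adjusted over the list alone (camera adjusted p = 1.46e-09, and adjusted p = 0.457 with an estimated correlation). For the ribosomal protein genes, replicate 1 minus replicate 2 had a median of -0.32 in control MSCs and 0.15 in L-MSCs. Adipocyte markers had a median of 1.25, and of 13 measured, 6 rose and 0 fell, and 7 rose and 0 fell when adjusted over the list alone, with the lipase genes *Lpl* and *Pnpla2* at log2 fold changes of 2.24 and 1.65 (camera adjusted p = 1.05e-05, and adjusted p = 0.264 with an estimated correlation), and without the genes of Tables S1 and S2, called on these same libraries, the adjusted p was 0.291. Of the 13, 6 are also in another list, as are 4 of the 6 that rose. Of the adipocyte markers, 6, 3, 3 and 6 rose in the same order, with medians of 1.28, 1.04, 0.61 and 1.06, and L-MSC replicate 1 exceeded replicate 2 by a median of 0.61. With fry the adjusted p was 0.374 for the immediate-early genes, 0.203 for the ribosomal protein genes and 0.105 for the adipocyte markers, and with a one-sided Fisher's exact test it was 1 for the ribosomal protein genes.

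Hemoglobin transcripts were lower in L-MSCs. Of 6 erythroid genes measured, 4 fell and 0 rose, and 4 fell and 0 rose when adjusted over the list alone, with a median log2 fold change of -3.08 (camera adjusted p = 6.36e-06, and adjusted p = 0.264 with an estimated correlation), and the summed FPKM of the hemoglobin genes was 238 and 149.9 in the control libraries and 10.1 and 6.19 in the L-MSC libraries. The list had an adjusted p of 0.425 without the genes of Tables S1 and S2, which were called on these same libraries. RNA of erythroid cells carried into the control sorts is a candidate source, although the sort against TER119 would remove such cells. The other erythroid genes summed to 4.68 and 3.66 against 3.56 and 3.23, a ratio of the means of 1.23, and 11 of 14 were below an FPKM of 1 in all 4 libraries, so that carried-over RNA cannot be told apart from a difference within the MSCs.

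The collagens were lower in L-MSCs (camera adjusted p = 2.01e-07, and adjusted p = 0.321 with an estimated correlation), and without the genes of Tables S1 and S2, which were called on these same libraries, their adjusted p was 0.291. The chondrocyte and tenocyte markers, which share genes with the collagens, had medians of -0.94 and -0.42 (camera adjusted p = 1.93e-07 and 0.00146, and adjusted p = 0.343 and 0.392 with an estimated correlation). These medians were -0.58, -1.47, -0.62 and -1.18 for the chondrocyte markers and -0.46, -0.25, -0.17 and -0.55 for the tenocyte markers with 1 library left out, in the order of control replicates 1 and 2 and L-MSC replicates 1 and 2. Neither transcript length and GC content nor the choice among the 4 scalings accounts for the whole change of the collagens in these libraries. After a trend on transcript length and GC content was removed, the median log2 fold change of the 28 collagens was -0.97 (95% bootstrap interval over genes -1.42 to -0.43). Over the 4 scalings the median was at most -0.86, without scaling (95% bootstrap interval over genes -1.33 to -0.39). These intervals leave out the spread between libraries, and L-MSC replicates 1 and 2 differed by a median of -0.49 for the collagens. The test of the scaling written before took the collagens relative to the median of all genes, which removes a common factor by construction, and is not used. A lower share of osteoblasts among the sorted cells cannot be told apart from lower expression in the MSCs, although a sort for Sca-1 and PDGFRα does not select mature osteoblasts. The 7 osteoblast transcripts measured that are not collagens had a median of -0.54 and went from -2.88 for *Bglap2* to 0.23 for *Spp1*, with the abundant *Ibsp* at an FPKM of 721 in control MSCs and 723 in L-MSCs (log2 fold change -0.0044, adjusted p = 0.996). An effect of leukemia on the MSCs themselves may also account for the collagens and was not tested apart from these.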

How the results depend on the processing

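The alternatives that leave out a library were added after seeing the data for the correlations. No called result named in the text passed in the opposite direction under any alternative. A turn of sign that did not pass was counted as a lost call, not as a reversal. The one-sided Fisher's exact test looked only in the direction of the main fit. The counts of genes higher and lower in L-MSCs were 0 and 0 by limma without the filter on FPKM, where 2355 genes had an unadjusted p of at most 0.05, the smallest adjusted p was 0.140 and the prior degrees of freedom were 2.46 against 7.82. They were 148 and 128 without a variance trend and 509 and 438 with the replicate number as a block, and 194 genes were lower without scaling and 182 with TPM. Neither the paper nor the labels say what the replicate numbers share. The differences between the replicates of the 2 groups had a correlation across genes of 0.101, and 38 and 36 of 39 immediate-early genes were higher in replicate 1 of control MSCs and of L-MSCs, so that a pairing is undecided and was not assumed. With the block the adjusted p was 1.03e-04 for *Mmp9*, 3.18e-10 for *Il6* and 0.00260 for *Nfkbia*. With 1 library left out, where the lone sample is assumed to vary like the other group, 192 (without control replicate 2) to 436 (without L-MSC replicate 2) genes were higher and 196 (without L-MSC replicate 1) to 546 (without L-MSC replicate 2) were lower, and the excess of the correlations within groups was 0.0575 to 0.167. That excess was 0.00683 on the log2 scale and 5.01e-04 for Spearman correlations. The scalings moved the median log2 fold change of all genes by at most 0.09. With an estimated correlation, camera called 0 of 39 lists, where it called 26 with the preset one. The estimated form rests on the few residual degrees of freedom of 4 samples, and its smallest adjusted p was 0.264. Hardly any list could pass it, so that it cannot tell whether correlation between genes accounts for the calls. With the estimated correlation the adjusted p was 0.264 for the NF-κB, Jak-STAT, interferon and collagen-processing lists, 0.321 for the TNF, inflammatory and collagen lists, 0.433 for IL-17 and 0.402 for the ECM. With fry, which called 3 lists, it was 0.0626 for NF-κB, 0.374 for IL-17, 0.167 for TNF, 0.0539 for Jak-STAT, 0.0763 for interferon, 0.123 for inflammatory genes, 0.126 for collagens, 0.0680 for collagen processing and 0.173 for the ECM. Without the genes of Tables S1 and S2 it was 0.456 for IL-17, 0.155 for TNF, 0.486 for Jak-STAT, 0.291 for collagens and 0.181 for the ECM, and 13 lists were called. The paper called those genes on these same libraries, so that the loss of a call there follows largely from the removal and does not show that the other members were unchanged. The IL-17 list had an adjusted p of 0.0588 without the filter, 0.0543 without a trend, 0.133 with fgsea on signal-to-noise and 1.23e-05 to 0.134 with 1 library left out. The ECM list had 0.138 with quantile normalization and 0.0877 for genes with an FPKM of at least 5. The osteoblast list, not called by camera, had 0.0309 with the block, 1.05e-09 with a one-sided Fisher's exact test, 0.00242 and 0.00276 with fgsea, and 0.0116 to 0.6005 with 1 library left out, and 0.984 without the genes of Tables S1 and S2. Of 189 named genes, 120 lost their call without the filter, 38 without a trend and 31 without control replicate 2. The causes were not tested, except that leaving out a library leaves fewer samples. Depth is not given per library, so that its limit could not be computed.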

Differences from the paper's values

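The paper's number of upregulated genes is 423, by DESeq2. The number found here at the same thresholds is 269, by limma on log2(FPKM + 1) after the filter, which is an unlike measure. Of the alternatives set before the data were examined, the counts were within 1.5 times of each other without scaling (301), with a robust fit (287), with the replicate block (509), without control replicate 1 (332), without L-MSC replicate 2 (436) and without a fold threshold (285), and not with TPM (241), with quantile normalization (274), with a pseudocount of 0.1 (227), with a pseudocount of 0.5 (258), without the filter (0), for genes with an FPKM of at least 5 (276), without a variance trend (148), without control replicate 2 (192) and without L-MSC replicate 1 (223). The log2 fold changes below are unlike measures too, since those here are on log2(FPKM + 1) and the paper names DESeq2 for its comparison. The added 1 draws the change of a gene at low FPKM toward 0. With a pseudocount of 0.1 each value given below moved toward the paper's. For *Hba-a2*, a hemoglobin gene, the paper's log2 fold change in its tables is -5.61 and the value here is -4.72. Each difference is set against 1 limma standard error of the value under that setting, with no error for the paper's value. For *Hba-a2* it was within that error only with a pseudocount of 0.1 (-5.41), and beyond it under the other alternatives. For *Lrrc15*, a gene of matrix-forming fibroblasts, the paper's log2 fold change in its tables is -2.52 and the value here is -2.23. The difference was within the standard error with TPM (-2.29), with a pseudocount of 0.1 (-2.49), with a pseudocount of 0.5 (-2.37) and with the replicate block (-2.23). It was also within it without control replicate 1 (-2.24), without control replicate 2 (-2.25) and without L-MSC replicate 2 (-2.31). Under the other alternatives it was beyond it. With the block the value was that of the main fit, so that only the standard error had changed. For *Bmp6*, a bone morphogenetic protein, the paper's log2 fold change in its tables is -2.02 and the value here is -1.42. The difference was within the standard error with a pseudocount of 0.1 (-1.93) and with a pseudocount of 0.5 (-1.66), and beyond it under the other alternatives. For *Slc10a6*, a transporter of sulfated steroids, the paper's log2 fold change in its tables is 3.77 and the value here is 3.38. The difference was within the standard error with TPM (3.58), with a pseudocount of 0.1 (3.70) and with a pseudocount of 0.5 (3.55). It was also within it without control replicate 2 (3.45) and without L-MSC replicate 2 (3.52), and beyond it under the other alternatives. For *Zbtb16*, a transcription factor, the paper's log2 fold change in its tables is 3.09 and the value here is 2.68. The difference was within the standard error with TPM (2.89), with a pseudocount of 0.1 (3.05) and with a pseudocount of 0.5 (2.87). It was also within it without control replicate 2 (2.82) and without L-MSC replicate 2 (2.86), and beyond it under the other alternatives.

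The paper states that *Il6* was significantly increased in L-MSCs. Here its log2 fold change had the same sign but did not pass (adjusted p = 0.0735 from limma). It passed for genes with an FPKM of at least 5 (adjusted p = 0.0483), with the replicate block (3.18e-10), without control replicate 1 (2.74e-04) and without L-MSC replicate 2 (5.07e-04), and over all alternatives its adjusted p went up to 0.3496. The paper gives *Thbs1*, *Dpep1* and *C3* among the most significantly upregulated genes of the inflammatory response. In the list used here, whose members are not the paper's, *C3* ranked 5 by p, after *Serpina3n*.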

Other observations

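Lists of metabolism, protein folding and the cytoskeleton were lower in L-MSCs. Of 26 genes of cholesterol synthesis, 7 fell and 0 rose, and 11 fell and 0 rose when adjusted over the list alone, with a median log2 fold change of -0.69 (camera adjusted p = 4.11e-08, and adjusted p = 0.264 with an estimated correlation). *Idi1*, an isomerase of the mevalonate pathway, had a log2 fold change of -2.18 (standard error 0.32, adjusted p = 0.00546 from limma), *Sqle*, squalene epoxidase, one of -1.76, and *Msmo1*, a sterol oxidase, one of -1.80. Of 40 genes of protein folding and transport in the endoplasmic reticulum, 10 fell and 0 rose, and 24 fell and 0 rose when adjusted over the list alone (camera adjusted p = 6.35e-12, and adjusted p = 0.264 with an estimated correlation), with *Manf*, a secreted stress factor, at -1.42 on the log2 scale, and *Hspa5*, the main chaperone, at -0.49 without passing the test (adjusted p = 0.415). Of 48 genes of the actin cytoskeleton and its regulation, 16 fell and 1 rose, and 24 fell and 1 rose when adjusted over the list alone (camera adjusted p = 9.43e-11, and adjusted p = 0.264 with an estimated correlation), with *Fhl1* at -1.73, *Lmna*, a lamin of the nuclear envelope, at -1.70 and *Actb* at -0.42 without passing the test (adjusted p = 0.428). The member that rose was *Ccn2*, named after its value was seen. Of 24 genes of glycolysis, 5 fell and 0 rose, and 7 fell and 2 rose when adjusted over the list alone (camera adjusted p = 0.0152, and adjusted p = 0.438 with an estimated correlation). The lactate transporter *Slc16a3* had a log2 fold change of -1.63 and the others that fell were *Eno1*, *Ldha*, *Pgk1* (adjusted p = 0.0802 without control replicate 1, 0.0502 without control replicate 2 and 0.0884 without L-MSC replicate 1) and *Pfkp*, the last named after its value was seen. Without L-MSC replicate 2 the glycolysis list had an adjusted p of 0.245, and without the genes of Tables S1 and S2, which were called on these same libraries, one of 0.0691. The genes of folding and transport that fell numbered 5, 9, 5 and 9 with 1 library left out, in the order of control replicates 1 and 2 and L-MSC replicates 1 and 2, and the same counts were 15, 10, 10 and 18 for actin and 4, 3, 3 and 4 for glycolysis. The lists of glycolysis, of folding in the endoplasmic reticulum and of actin were prompted by genes of Tables S1 and S2, so that their counts are not independent evidence.

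Oxidative phosphorylation had 1 of 64 genes lower, *Uqcrq* (adjusted p = 0.127 without control replicate 1 and 0.0904 without L-MSC replicate 1), and 0 higher, and 0 and 0 when adjusted over the list alone, with a median of -0.36 (camera adjusted p = 6.26e-08, and adjusted p = 0.321 with an estimated correlation). Of 33 cell cycle genes, 3 fell, *Tk1*, *Birc5* (adjusted p = 0.0803 without control replicate 1 and 0.0882 without control replicate 2) and *Gins2* (adjusted p = 0.180 without control replicate 1, 0.106 without control replicate 2 and 0.102 without L-MSC replicate 1), and 0 rose, and 3 and 0 when adjusted over the list alone (camera adjusted p = 0.0729, and adjusted p = 0.333 with an estimated correlation). *Tk1*, a thymidine kinase, had a log2 fold change of -2.14 (standard error 0.33, adjusted p = 0.00736 from limma). Cell cycle genes that fell numbered 1, 1, 2 and 5 and those of oxidative phosphorylation 0, 2, 0 and 4 with 1 library left out, in the order of control replicates 1 and 2 and L-MSC replicates 1 and 2, and the cell cycle list had an adjusted p of 0.0437 without scaling, 0.0282 with quantile normalization, 0.00628 without the filter, 0.0248 without a variance trend and 0.0146 with fgsea on signal-to-noise. Factors of the hematopoietic niche went both ways, where 7 fell and 4 rose, and 9 fell and 4 rose when adjusted over the list alone, out of 30 measured. Their median was 0.10 while camera placed them lower (camera adjusted p = 0.765, and adjusted p = 0.803 with an estimated correlation). The growth factor *Ptn* and *Angptl1* were among those that fell, and *Vcam1*, *Cxcl12*, *Lepr* and *Ebf1* rose, the last 3 named after their values were seen, and the call of *Vcam1* was lost when 1 library was left out (adjusted p = 0.0887 without control replicate 2 and 0.0904 without L-MSC replicate 1). In the same order, 6, 4, 3 and 5 of the niche genes fell and 4, 1, 1 and 3 rose, with medians of -0.06, -0.03, 0.13 and 0.12, and 3, 2, 2 and 4 clock genes rose. Of 19 clock genes, a list prompted by genes of Tables S1 and S2, 4 rose and 0 fell, and 4 rose and 2 fell when adjusted over the list alone (camera adjusted p = 0.115, and adjusted p = 0.360 with an estimated correlation), with the repressor *Nr1d1* at 2.07. *Nfil3* (adjusted p = 0.0547 without control replicate 2) and *Per1* (adjusted p = 0.131 without control replicate 1 and 0.0797 without L-MSC replicate 1) were also among those that rose. Without control replicate 1 and without L-MSC replicate 1 this list had an adjusted p of 0.0498 and 0.0172. Of 15 housekeeping genes, 1 fell, *Pgk1* (adjusted p = 0.0802 without control replicate 1, 0.0502 without control replicate 2 and 0.0884 without L-MSC replicate 1), and 0 rose, and 1 and 0 when adjusted over the list alone (camera adjusted p = 0.391, and adjusted p = 0.577 with an estimated correlation).

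Among markers of other cell types, 10 of 17 B lineage genes were below an FPKM of 1 in every library, and the highest was *Cd24a* at 17.2, and of the 2 genes that passed the filter 0 fell and 0 rose. Of 26 genes of other hematopoietic cells, 17 were below an FPKM of 1 in every library, the highest was *Lyz2* at 18.1, and 0 rose and 0 fell of 8 tested, with a median of 0.33 while camera placed them lower (camera adjusted p = 0.9604, and adjusted p = 0.985 with an estimated correlation). Without L-MSC replicate 2, 4 of these 8 rose and the median was 0.82, without L-MSC replicate 1, 1 of 7 fell and it was -0.30, and without control replicate 1, 1 of 6 fell and it was 0.20. Of 8 osteoclast markers, 3 fell, *Ckb*, *Itgb3* (adjusted p = 0.0578 without control replicate 2) and *Acp5* (adjusted p = 0.0732 without control replicate 1), and 0 rose, and 3 fell and 1 rose when adjusted over the list alone (camera adjusted p = 0.316, and adjusted p = 0.560 with an estimated correlation). Of 5 endothelial markers, 1 fell, *Ecscr* (adjusted p = 0.0728 without control replicate 2), and 0 rose, and 1 and 0 when adjusted over the list alone (camera adjusted p = 0.316, and adjusted p = 0.474 with an estimated correlation). Of 5 Schwann cell markers, *Scn7a* rose and *Pmp22* fell, with 1 and 2 when adjusted over the list alone (camera adjusted p = 0.826, and adjusted p = 0.846 with an estimated correlation). The call of *Scn7a* was lost when 1 library was left out (adjusted p = 0.150 without control replicate 2 and 0.208 without L-MSC replicate 1), as was that of *Pmp22* (adjusted p = 0.0915 without control replicate 1, 0.0790 without control replicate 2 and 0.166 without L-MSC replicate 1). Of 9 muscle and pericyte markers, 0 fell and 0 rose, and 0 and 0 when adjusted over the list alone (camera adjusted p = 0.320, and adjusted p = 0.474 with an estimated correlation), and without control replicate 2 the list had an adjusted p of 0.0430.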
